# Genomic and Functional Characterization of Environmental Strains of SDS-Degrading *Pseudomonas* spp., Providing a Source of New Sulfatases

**DOI:** 10.3389/fmicb.2018.01795

**Published:** 2018-08-17

**Authors:** Ewa M. Furmanczyk, Leszek Lipinski, Andrzej Dziembowski, Adam Sobczak

**Keywords:** comparative genomics, environmental stress response, gene expression, biodegradation, xenobiotics, sodium dodecyl sulfate, alkyl sulfatase, *Pseudomonas* sp.

## Abstract

Biochemical, physiological and genomic comparisons of two *Pseudomonas* strains, assigned previously to the *Pseudomonas jessenii* subgroup, which are efficient SDS-degraders were carried out. A GO enrichment analysis showed that the genomes of SDS-degraders encode more genes connected with bacterial cell wall biosynthesis and alkanesulfonate monooxygenase activity than their closest relatives from the *P. jessenii* subgroup. A transcriptomic analysis of the most promising strain exposed to detergent suggests that although SDS can be later utilized as a carbon source, in early stages it influences cell envelope integrity, causing a global stress response followed by cell wall modification and induction of repair mechanisms. Genomes of the analyzed strains from *P. jessenii* group encode multiple putative sulfatases and their enzymatic activity was experimentally verified, which led to the identification of three novel enzymes exhibiting activity toward SDS. Two of the novel alkylsulfatases showed their highest activity at pH 8.0 and the temperature of 60°C or 70°C. One of the enzymes retained its activity even after 1 h of incubation at 60°C. Ions like K^+^ and Mg^2+^ enhanced enzymatic activity of both proteins, whereas Cu^2+^ or EDTA had inhibitory effects.

## Introduction

Sulfur is one of the essential elements for living organisms. It is required for methionine and cysteine synthesis but is also crucial as a cofactor for many enzymes such as coenzyme A or biotin. Sulfur is common in the environment, but its organic forms are mostly present in sulfate esters or sulfonates which, for instance are not accessible to plants (Kertesz, 2000). Inorganic sulfate is provided mainly by microorganisms possessing enzymes called sulfatases (EC 3.1.6.-), which cleave sulfate ester bonds. This heterogeneous group of enzymes can be divided into at least three distinct classes, depending on the mechanism of catalysis (Kertesz, 2000).

The first group gathers arylsulfatases, proteins with highly conserved consensus motif C/S-X-P-X-A-X_4_-T-G, identified mostly in eukaryotic organisms (Hagelueken et al., 2006). Although, the class name suggests that these enzymes are specific for aromatic substrates, many of them also catalyze desulfurization of sulfated carbohydrates (Toesch et al., 2014). A typical bacterial representative of this group is AtsA from *Pseudomonas aeruginosa* (Boltes et al., 2001). The second group consists of Fe(II) dependent dioxygenases, catalyzing an oxidative cleavage of the sulfate ester to the corresponding aldehyde and inorganic sulfate, with AtsK from *P. putida* as a model example (Müller et al., 2004). The third group includes enzymes with the metallo-β-lactamase-like domain in the N-terminus and SCP-2-like domain in C-terminus. Six sulfatases with different substrate specificities have been characterized to date: SdsA, YraS, and YjcS with activity toward sodium dodecyl sulfate (SDS) (Davison et al., 1992; Liang et al., 2014; Navais et al., 2014), SdsAP and SdsA1 with activity toward primary sulfate esters including sodium dodecyl sulfate (Hagelueken et al., 2006; Long et al., 2011; Schober et al., 2011) and Pisa1 with activity toward secondary alkyl sulfates (Schober et al., 2011). Enzymes from this group differ in the mechanism of action and could cleave either S-O or C-O bond causing the retention or inversion of the product alcohol, which could be verified using chiral or labeled substrates. Early research for SdsA1 and Pisa1 proteins revealed that both sulfatases cleave the C-O bond releasing inverted alcohol. However, they show contrasting substrate specificities for primary (SdsA1) or secondary (PisA1) alkyl sulfates (Schober et al., 2011). Enzymes belonging to the third group of sulfatases are promising candidates for biotechnological tools for SDS decomposition and future industrial applications.

Sodium dodecyl sulfate remains one of the most commonly used anionic detergents and is present in cosmetics, pharmaceuticals, household, and industrial cleaning products, and used in agriculture as an adjuvant to improve spraying properties and pesticide penetration. The extensive application of products containing this surfactant results in its accumulation in various aquatic and terrestrial environments.

The degradation pathway of this detergent was firstly proposed for *Pseudomonas* sp. C12B (Thomas and White, 1989). Experiments using radiolabeled [1-14C] SDS showed that the degradation is initiated by the sulfatase-mediated hydrolysis of sulfur ester to alcohol. Dodecanol is then oxidized to dodecanal, and then further on to dodecanoic acid, which is either elongated to long-chain fatty acids or used as an energy source via the tricarboxylic acid cycle. Further these results were confirmed for another *Pseudomonas* species - *P. aeruginosa* MTCC 10311 using gas chromatography (Ambily and Jisha, 2014). Despite the rapid development of molecular biology techniques till today they have hardly been used to widen our knowledge of SDS degradation and the bacterial cell response toward the detergent. Most of the existing reports are only describing the isolation of bacteria having the capacity to degrade SDS, including a wide variety of *Pseudomonas* strains (Klebensberger et al., 2006; Chaturvedi and Kumar, 2011; Yeldho et al., 2011; John et al., 2015), *Klebsiella oxytoca* (Shukor et al., 2009; Masdor et al., 2015) or microbial consortia (Abboud et al., 2007), derived from various water and terrestrial environments. However, they are mainly focused on the phylogenetic identification of the isolates and the alkylsulfatase activity testing using Native Page Zymography without the detailed enzyme characteristics. Therefore, there are only five well-characterized alkylsulfatases with known sequence and confirmed activity toward SDS (Davison et al., 1992; Hagelueken et al., 2006; Long et al., 2011; Liang et al., 2014; Navais et al., 2014). This year a first attempt to identify the enzymes involved in the further SDS metabolic pathway in *P. aeruginosa* PAO1 was performed. The results from microarray analysis, verified by the characterization of appropriate deletion mutants, led to identification *laoABC* gene cluster coding long-chain alcohols oxidation system responsible for the dodecanol and dodecanal oxidation (Panasia and Philipp, 2018).

In this study we present detailed characterization and comparison of two of five recently identified efficient SDS degrading microorganisms originating from the root zone of a surface flow constructed wetland of a wastewater treatment plant operated by a pesticide packing company in Poland (Furmanczyk et al., 2017c), up to date, the most efficient SDS degrading strains isolated from terrestrial environment. All the isolates assigned to the *P. jessenii* subgroup can be divided into two groups characterized by (1) the number of enzymatic bands visible on Native PAGE Zymography analysis exhibiting SDS desulfurization, and (2) the influence of SDS on growth in culture (Furmanczyk et al., 2017c). The first group formed by strains AP3_10, AP3_20 and AP3_22^T^ (characterized by one band on Native Page Zymography), including the most efficient degrader – AP3_22^T^, were classified as belonging to a novel species – *P. laurylsulfatovorans* (Furmanczyk et al., 2018). The second group contained strains AP3_16 and AP3_19, exhibit two bands on Native Page Zymography.

In this work, we analyzed and compared genomic sequences of two strains AP3_16 and *P. laurylsulfatovorans* AP3_22^T^, differing not only in the resistance to high detergent concentration, but also in the dynamics of SDS degradation. The results of genomic research are presented in the context of their biochemical characteristics and phylogenetic analyzes obtained for the strains AP3_16 and the same set of studies published earlier for the *P. laurylsulfatovorans* AP3_22^T^. These studies allow us to propose the AP3_16 strain as a novel bacterial species called *P. laurylsulfatophila* sp. nov with AP3_16 as a type strain. Further genomic and transcriptomic analyses shed additional light on SDS metabolism and bacterial response mechanisms toward this anionic detergent. Furthermore, genomic analysis of the described microorganisms revealed three novel enzymes with different activities toward SDS. These newly characterized proteins contain an N-terminal metallo-β-lactamase-like domain and a C-terminal SCP-2-like domain, suggesting that they could be classified as alkylsulfatases belonging to the third class of sulfatases. The further characteristics of the sulfatases reported here will be helpful in the development of biochemical tools to manage SDS in either natural or industrial environments.

## Materials and Methods

### Media Preparation

Minimal medium (Furmanczyk et al., 2017c) and lysogeny broth (LB) medium (Sambrook and Russel, 2001) were used. Media were solidified by the addition of 1.5% agar. When necessary, the media were supplemented with kanamycin (50 μg/mL) and/or SDS (1 g/L). The 20% (w/v) SDS and kanamycin (50 mg/mL) stock solutions were prepared in ultrapure water and sterilized by filtration. Unless otherwise indicated, all compounds (used in all media and buffers) were purchased from Sigma-Aldrich, United States.

### Physiological and Biochemical Analyses of the Bacterial Strains

Gram staining was carried out by standard methods. Flagella staining was performed using a wet-mount technique with Ryu stain (Ryu, 1937). Temperature, pH and salinity tolerance of the strains were analyzed by monitoring changes in optical density (OD_600_) in liquid cultures (in comparison to non-inoculated controls). Overnight cultures were diluted in fresh LB media with adjustments for the following assays: pH 7 for temperature assay (4, 8, 15, 23, 30, 37, and 42°C); pH 4.0–10.0 for the pH tolerance analysis or supplemented with NaCl to final concentrations: 0%, 0.5%, 1.0% – 8.0% (with 1% increment) for salinity tolerance analysis. The initial optical density at 600 nm (OD_600_) was 0.05 in each assay. The cultures were incubated with shaking at 145 rpm at 30°C or other tested temperatures (temperature assay). Biochemical features of the microorganisms were determined using a GEN III Biolog microplate (Biolog, United States) and an API 20NE systems (bioMérieux, France) according to manufacturer’s instructions. Degradation of SDS was tested in minimal medium with 0.1% SDS as a sole carbon source and measured by colorimetric assay. Fluorescence pigment production was tested on King B medium (King et al., 1954). Catalase activity was determined by the production of bubbles after addition of 3% (v/v) hydrogen peroxide solution. Oxidase activity was tested using disks containing *N,N*-dimethyl-*p*-phenylenediamine oxolate and α-naphthol (Sigma-Aldrich, United States). As reference strains, *P. laurylsulfatovorans* AP3_22^T^, *P. jessenii* DSM 17150^T^, *P. vancouverensis* DSM 17555^T^ and *P. umsongensis* DSM 16611^T^ were used.

### Chemotaxonomic Analysis

The fatty acid profiles of AP3_16^T^ and other closely related type strains were analyzed at Leibniz Institute DSMZ using the Sherlock Microbial Identification System (MIDI, Microbial ID, United States). Peaks were automatically integrated and fatty acid names and percentages were calculated with the MIS Standard Software (Microbial ID, Sherlock version 6.1, database TSBA40 4.10). All strains were simultaneously grown at 28°C for 2 days on trypticase soy agar (TSA) prior to analysis.

### Colorimetric Assay for SDS Degradation

The SDS concentration was determined in triplicate in 96-well plates using Stains-All reagent as described elsewhere (Rusconi et al., 2001; Furmanczyk et al., 2017c). Samples from each time point were diluted 10 times, and 8 μL of the diluted samples were dispensed into a well, supplemented with 100 μL of water and 100 μL of the Stains-All working solution. Finally, the absorbance (at 438 nm) was measured after 10 min of incubation at RT.

### Genomic DNA Isolation, Library Preparation and Sequencing

For whole genome sequencing of AP3_16^T^ strain, DNA was isolated following a previously described protocol (Furmanczyk et al., 2017a). The isolated genomic DNA was used to prepare two types of libraries: (1) paired-end library with average insert size 500 bp (using KAPA HTP Library Preparation Kit for Illumina platforms according to manufacturer’s protocol) (Kapa Biosystems, United States), (2) Nextera^®^ Mate Pair library with average insert size 8 kbp (using Illumina protocol) (Illumina, United States). The libraries were verified using a 2100 Bioanalyzer (Agilent, United States) High-Sensitivity DNA Assay and KAPA Library Quantification Kit for the Illumina (Kapa Biosystems, United States). Sequencing was performed using an Illumina MiSeq (MiSeq Reagent Kit v3, 600 cycles) (Illumina, United States) with read length of 300 bp.

### Genome Assembly and Annotation

Reads from the sequencing of AP3_16^T^ strain were processed as previously described (Furmanczyk et al., 2017a) – assembled using SPAdes 3.9.0 (Bankevich et al., 2012). Contigs longer than 1 kbp were deposited in Genbank (accession number: NIRS00000000.1) and annotated using NCBI PGAP (Tatusova et al., 2016).

### Phylogenetic Analyses

The phylogenetic analysis was based on the longest common fragment of the 16S rRNA gene sequences (1349 bp) selected from ClustalW alignment of the AP3_16 strain and the 29 closest type strains of other *Pseudomonas* species with sequences obtained from GenBank (accession numbers in **Supplementary Table S1**). Phylogenetic analysis was performed using the MEGA software version X (Kumar et al., 2018), the maximum-likelihood method with 1,000 bootstrap replicates under the Hasegawa-Kishino-Yano model (Hasegawa et al., 1985) using a discrete Gamma distribution (+G) and assuming a fraction of sites are invariable (+I). All positions containing gaps or missing data were removed, what resulted in a 1297 bp sequence in the final dataset.

The multilocus sequence analysis (MLSA) of the sequence fragments of three housekeeping genes (*gyrB, rpoD*, and *rpoB*) together with the 16S rRNA gene sequence was done for detailed AP3_16^T^ strain identification as described elsewhere (Furmanczyk et al., 2018). Sequences of type strains from the database were retrieved using BLAST (accession numbers in **Supplementary Table S1**). Partial sequences of the *gyrB, rpoD*, and *rpoB* genes of the SDS degrading strain were retrieved from the sequenced genome. Phylogenetic analysis was performed using the MEGA software version X, the maximum-likelihood method with 1,000 bootstrap replicates under the General Time Reversible model (Nei and Kumar, 2000) using a discrete Gamma distribution (+G) and assuming a fraction of sites are invariable (+I).

### Comparative Genomics

The relatedness of the *P. laurylsulfatophila* AP3_16^T^ genome to other public genomes of closely related *Pseudomonas* species was determined based on the Average Nucleotide Identity using BLASTn (ANIb) using the JSpecies software (Richter et al., 2016) and Genome-to-Genome-Distance (GGDC 2.0), which was calculated using the web service (Meier-Kolthoff et al., 2013) with the recommended BLAST+ method. The draft genome sequence of *P. laurylsulfatophila* AP3_16^T^ (GenBank accession no. NIRS00000000.1) was compared to the draft genomes of *P. laurylsulfatovorans* AP3_22^T^ (GenBank: MUJK00000000.1), *P. jessenii* DSM 17150^T^ (Genbank: NIWT00000000.1), *P. umsongensis* DSM 16611^T^ (Genbank: NIWU00000000.1) (Furmanczyk et al., 2017b) and *P. vancouverensis* DSM 17555^T^ (IMG Taxon ID: IMG 2667527228). The OrthoVenn web server (Wang et al., 2015) was used to identify orthologous clusters among the genomes of the five strains. Additionally, the COGs (Clusters of Orthologous Groups) were assigned to functional categories for each single genome using COGNIZER software (Bose et al., 2015).

### RNA Manipulation and the Transcriptional Deep Sequencing Data Analysis

#### Bacterial Growth and SDS Degradation Assay for Transcriptomic Analysis

For the transcriptomic analysis, the *P. laurylsulfatovorans* AP3_22^T^ strain was precultured overnight in LB medium. Then it was washed with minimal medium and diluted in the fresh 0.1 LB medium with or without SDS (5 g/L) to the initial OD_600_ = 0.4 and cultured in 30°C with 140 rpm agitation. Every 30 min the cultures OD_600_ and SDS concentration (see section “Colorimetric Assay for SDS Degradation”) were measured and the samples for RNA isolation were collected. The experiment lasted for 150 min. All the measurements and sample collection were made in triplicate.

#### RNA Isolation

Pellets from 5 ml of culture from each time point were resuspended in 1 ml of TE buffer and transferred to a new tube with 250 μl of zirconia beads. One ml of TRIzol was added and each sample was mixed by vortexing for 3 min followed by adding 200 μl of chloroform and short mixing (30 s vortex). After 30 min of incubation at RT, the samples were centrifuged (10 min, 14000 rpm, 4°C). RNA was precipitated with isopropanol and resuspended in 40 μl of water. The concentration and purity of RNA solutions were determined by NanoDrop (Thermo Fisher Scientific, United States). The RNA quality was evaluated by agarose gel electrophoresis. Ten μg of RNA was treated with TURBO DNase (Thermo Fisher Scientific, United States) according to the manufacturer’s protocol followed by phenol/chloroform extraction. The purified samples were stored at -80°C.

### RNA Libraries Preparation, Sequencing and Bioinformatic Analysis

RNA libraries were prepared using a KAPA Stranded RNA-Seq Library Preparation Kit (Kapa Biosystems, United States). Two and a half μg of total RNA was used as input. rRNA was removed using Ribo-Zero rRNA Removal Kit (Bacteria) (Illumina, United States). Fragmentation and priming were done at 94°C for 8 min. The libraries were verified using a 2100 Bioanalyzer (Agilent, United States) High-Sensitivity DNA Assay and KAPA Library Quantification Kit for the Illumina (Kapa Biosystems, United States). Sequencing was performed using an Illumina NextSeq (2 × 75 bp) (Illumina, United States) resulting an average of 5 M of paired reads per library. Reads were filtered to quality score (Q30) and length (>40 bp), and the adaptor sequences were removed using the Cutadapt script (Martin, 2011). The 16S rRNA reads were filtered out using SortMeRNA (Kopylova et al., 2012) and the remaining sequences were mapped to the reference draft genome of *P. laurylsulfatovorans* AP3_22^T^ (Accession number: MUJK00000000) using Bowtie2 (Langmead and Salzberg, 2012). Then reads mapping to the CDS regions were counted using the htseq-count script (Anders et al., 2015). Differential expression analyses were performed using the DESeq2 Bioconductor R package (Love et al., 2014). Associated data have been deposited to the NCBI Gene Expression Omnibus and are available under GSE110573 accession number.

### Cloning Sulfatase Genes With Potential Promoter Regions and Functionality Verification in *Escherichia coli*

DNA sequences coding potential sulfatases with putative promoter regions were amplified using designed primer pairs (**Supplementary Table S2**). The genomic DNA of *P. laurylsulfatophila* AP3_16^T^ or *P. laurylsulfatovorans* AP3_22^T^ were used as the PCR templates. The PCR (50 μL) was performed in a TProfessional Basic Thermocycler (Analytik Jena AG, Germany), using 0.02 U/μl Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific, United States) supplied with 1x HF-buffer, 0.2 mM dNTP mixture and primers (0.2 μM each). PCR reaction conditions were: one cycle at 99°C for 5 min; 35 cycles at 99°C for 30 s, 56°C for 30 s, and 72°C for 30–90 s (details in **Supplementary Table S2**) with final extension at 72°C for 5 min. The PCR products were purified using AMPureXP (Beckman Coulter, United States) with a 0.8:1 ratio, then cloned into pCR^TM^Blunt II-TOPO^®^ (Invitrogen, United States) and transformed into *E. coli* TOP10. The constructs were analyzed by digestion with EcoRI restriction enzyme (Fast Digest enzyme; Thermo Fisher Scientific, United States) according to the manufacturer protocol. Next, Sanger sequencing of the inserts was done. The overnight LB-precultures of *E. coli* TOP10 strains carrying the cloned sulfatases were used to inoculate fresh LB medium (1:50 v/v) with kanamycin and SDS (1 g/L). After 24 h of incubation, the SDS concentration in the media was determined (see section “Colorimetric Assay for SDS Degradation”). The measurements were made in triplicates.

### Expression of Recombinant Proteins and SDS Degradation Assay

The four selected genes (CD175_04445, CD175_09595, CD175_30230 and B0D71_15760) were amplified with or without the predicted signal sequence using designed primers pairs (**Supplementary Table S2**). PCR (50 μL) was performed using Phusion High-Fidelity DNA Polymerase (Thermo Fisher Scientific, United States; supplied with 1× HF-buffer and other components as previously). The PCR involved: one cycle at 99°C for 5 min; 10 cycles at 99°C for 30 s, 56°C for 30 s, and 72°C for 65 s; 20 cycles at 99°C for 30 s, 64°C for 30 s, and 72°C for 65 s; with final extension at 72°C for 5 min. PCR products were purified using AMPureXP (Beckman Coulter, United States) with a 0.8:1 ratio, then cloned into pET28 derived vector, which adds a TEV protease cleavable C-terminal HisTag, using a sequence- and ligation-independent cloning protocol (Jeong et al., 2012). The plasmids were analyzed by digestion with restriction enzymes (NcoI and XhoI, both Fast Digest enzymes; Thermo Fisher Scientific, United States) according to manufacturer protocol. Next Sanger sequencing of the inserts was done. Positively verified vectors were transferred into *E. coli* BL21 (RIL) for overexpression. The overnight LB-precultures of *E. coli* BL21 (RIL) strains carrying vectors with cloned sulfatases were used to inoculate fresh LB medium (1:50 v/v) with kanamycin. After 2 h of incubation at 37°C, the cultures were cooled to 18°C and isopropyl β-D-1-thiogalactopyranoside (IPTG) to final concentration of 0.5 mM was added. After 2 h of incubation at 18°C, SDS to final concentration of 0.1% was added. After 18 h of additional incubation the SDS concentration in the media was determined (see section “Colorimetric Assay for SDS Degradation”). The measurements were carried out in triplicates.

### Bioinformatic Analyses of the Alkylsulfatases Sequences

The alignment of protein sequences was prepared using Muscle (Edgar, 2004) and the phylogenetic analysis was performed using the MEGA X version, the maximum-likelihood method with 1,000 bootstrap replicates under the Le_Gascuel_2008 (Le and Gascuel, 2008) using a discrete Gamma distribution (+G). The signal peptide in the deduced amino acid sequences was predicted using SignalP 4.1 Server^1^ (Nielsen, 2017). The estimated molecular weight and pI of the proteins were calculated using Compute pI/Mw ExPASy server tool (Gasteiger et al., 2005).

### Purification of Recombinant Sulfatases

The overnight LB-precultures of *E. coli* BL21 (RIL) strains carrying the cloned sulfatases were used to inoculate LB medium (1:50 v/v) with kanamycin. After 2 h of incubation at 37°C, the cultures were cooled and IPTG to final concentration of 0.5 mM was added. After 20 h of incubation at 18°C, the cells were harvested by centrifugation. Cell pellets were resuspended in lysis buffer (50 mM HEPES, 300 mM NaCl, 20 mM imidazole, 50 μM PMSF, 10 mM β-mercaptoethanol, 0.1% Tween 20, 10% glycerol and 50 μg/mL lysozyme, pH 7.5). Cells were lysed via sonication in the Bioruptor Plus sonication system (Diagenode, Belgium) in a cooled water bath (4°C) at high power (300 W) for 30 cycles of 30 s on and 30 s off. Debris was removed by centrifugation and the supernatant was filtered through 0.22 μm membrane. The protein was purified using Protino 96 Ni-IDA (Macherey-Nagel, Germany). Clarified lysate was loaded onto preactivated column (Protino 96 Ni-IDA). The resin was washed with 50 column volumes of wash buffer I (50 mM HEPES pH 7.5, 300 mM NaCl, 10 mM MgCl_2_) and then with 25 column volumes of wash buffer II (50 mM HEPES pH 7.5, 300 mM NaCl). Protein was eluted with three fractions (300 μl each) of elution buffer (50 mM HEPES, 300 mM NaCl, 10% glycerol, 250 mM imidazole pH 7.5). Fractions containing the purified protein were dialyzed against dialysis buffer (50 mM HEPES, 300 mM NaCl, 10% glycerol, 10 mM β-mercaptoethanol, pH 7.5). Protein concentration was measured using Bio-Rad Protein Colorimetric Assay (Bio-Rad, United States) with BSA as a standard.

### Enzyme Activity Assay

The activity of each alkylsulfatase was assayed using Stains-all reagent as mentioned earlier. Two μL of enzyme solution (150 μg/mL) was mixed with 100 μL of 50 mM Tris-HCl buffer containing SDS with a final concentration of 0.01% (w/v). After incubation at 37°C for 5 min, the reaction was terminated by incubation of the sample at 100°C for 5 min. The SDS concentration was determined in a 96-well plate using Stains-All reagent as described previously (Furmanczyk et al., 2017c), except the dilution step was omitted.

### Effects of pH and Temperature on Sulfatases Activity

The optimal temperature for the activity of the purified sulfatases was determined by carrying out the enzyme activity assay in the range of temperatures (4–90°C) in 50 mM Tris-HCl buffer (pH 8.0) for 5 min. The optimal pH of sulfatases was assayed at 37°C in a pH range of 4.0 – 10.0 (with citrate buffer for pH 4–5; citrate-phosphate buffer for pH 6; Tris-HCl buffer for pH 7–8; glycine-NaOH buffer for pH 9–10). The relative activity was defined as the percentage of activity determined with respect to the maximum activity of each sulfatase. All of the measurements were made in triplicate.

### Effects of Temperature on Sulfatase Stability

The thermostability of the recombinant enzymes was determined by measuring in triplicates the residual activity of the enzyme, exposed to five different temperatures: 40, 50, 60, and 70°C for 1 h and 100°C for 10 min. After the incubation time, the remaining activity was assayed under standard conditions.

### Effects of Various Reagents on Sulfatases Activity

The effect of ions: Ca^2+^, Cu^2+^, Mg^2+^, Mn^2+^, Na^+^, K^+^ used as chloride salts, and EDTA on the sulfatases activity was tested. The specified concentrations (10 mM and/or 100 mM) of the mentioned reagents were added to the reaction mixture and the enzyme’s activity was measured at 37°C and pH 8.0. In each case, the relative activity was defined as the percentage of activity determined in the standard conditions without any additive.

## Results

### Genome Sequencing and Phylogenetic Analyses

Based on a phylogenetic analysis of 16S rRNA sequences, strains studied in this work were previously assigned to the *P. jessenii* subgroup (Furmanczyk et al., 2017b) and the subsequent characterization of strain AP3_22^T^ was based on its genome sequence, allowing for description as a new species (Furmanczyk et al., 2018). As part of this work, the AP3_16 genome has also been sequenced to identify genes involved in response towards SDS and improve the strain classification.

Sequencing was performed on the Illumina MiSeq platform, with 300 bp read-length, resulting in an assembly with estimated average genome coverage of 103×. The draft genome of the AP3_16 strain consists of 13 contigs, containing 6,684,644 bp with a GC content of 60.1% and is 88.65% coding. The genome encodes 6074 predicted genes from which 5879 (96.79%) are protein coding sequences and 80.18% have a putative assigned function, while the remaining 19.82% encode hypothetical proteins. The draft genome of the AP3_16 strain has 70 RNA genes: 8 rRNAs, 58 tRNAs, 4 ncRNAs, and 125 pseudogenes. No plasmid sequences were detected.

Phylogenetic analysis of the AP3_16 strain based on the combined multilocus sequence analysis (MLSA): partial sequences of housekeeping genes (*gyrB, rpoD*, and *rpoB*) and 16S rRNA showed that the isolate shares the highest similarity (97.69%) with *P. jessenii* DSM 17150^T^. The next closest type strains were: *P. laurylsulfatovorans* AP3_22^T^ (96.83%), *P. vancouverensis* DSM 17555^T^ (96.5%), and *P. umsongensis* DSM 16611^T^ (96.47%), which all belong to the *P. jessenii* subgroup. The phylogenetic analysis based on MLSA showed that AP3_16 strain clusters with a group within the *P. jessenii* subgroup (**Figure 1**). However, other genomic comparisons (ANIb and GGDC), routinely performed during novel bacterial species classification, yielded the highest percentage similarity with *P. laurylsulfatovorans* AP3_22^T^ (91.15% for ANIb and 46% for dDDH), similarly to the phylogenetic analysis based only on the 16S rRNA gene fragment (**Supplementary Figure S1**). Nonetheless, both values suggest that the AP3_16 isolate should be regarded as separate species (Chun et al., 2018) for which we propose the name *P. laurylsulfatophila* sp. nov. with AP3_16^T^ as a type strain.

**FIGURE 1:**
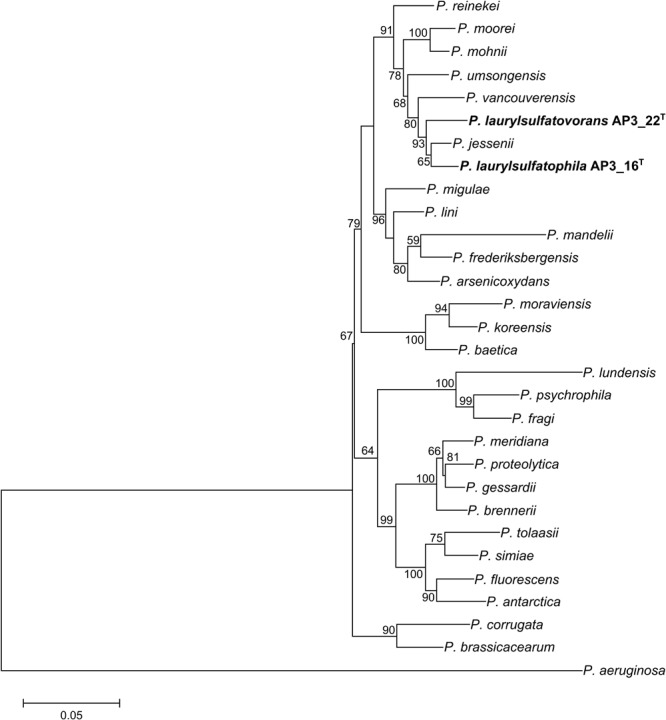
Phylogenetic tree representing the relative position of two SDS degrading strains. Phylogenetic tree constructed using concatenated partial sequences of 16S rRNA, *gyrB, rpoD*, and *rpoB* genes representing the relative position of *Pseudomonas laurylsulfatophila* AP3_16^T^ and *P. laurylsulfatovorans* AP3_22^T^ strains (in bold) in the *Pseudomonas* genus. All positions containing gaps or missing data were eliminated. The final dataset contained 3,563 positions. Accession numbers of sequences used in this study are listed in the **Supplementary Table S1**. Bootstrap values are represented at the branching points (only values above 50% are shown). The bar represents 0.05 substitutions per site.

### Physiological and Biochemical Analyses of the Bacterial Strains

One of the main goal of this study was to investigate and compare the metabolic potentials for SDS degradation encoded in the genomes of the two strains. However, genomic characterization should only be considered as a promising but unconfirmed potential. Therefore, we analyzed biochemical properties of the characterized isolates AP3_16^T^ and *P. laurylsulfatovorans* AP3_22^T^ and compared them to the genomic information. The biochemical analyses included the Biolog GEN III Microplate panel, the API 20 NE system, production of fluorescence pigments on King B medium, the ability to degrade SDS, and testing for catalase and oxidase activities. To gain additional information from this comparison we included the three closest relatives within the *P. jessenii* subgroup: *P. jessenii* DSM 17150^T^, *P. vancouverensis* DSM 17555^T^ and *P. umsongensis* DSM 16611^T^. The results were summarized in **Table 1** and **Supplementary Table S3**. Also, the fatty acid profiles of AP3_16^T^ and other closest type strains were compared (**Supplementary Table S4**).

**Table 1:** Physiological and biochemical characteristics of *Pseudomonas laurylsulfatophila* AP3_16^T^ that differentiate this strain from the other closest *Pseudomonas* type strains.

Carbon source	1	2	3	4	5
Dextrin	+	–	–	–	–
Sucrose	+	+	–	–	–
*N*-acetyl-D-glucosamine	+	+	+	–	+
D-galactose	+	+	+	+	–
D-fucose	+	–	–	–	+
L-fucose	+	–	–	–	+
Inosine	–	–	–	–	+
D-mannitol	+	–	+	–	+
D-arabitol	+	–	+	–	+
D-fructose-6-PO_4_	+	–	–	–	–
D-aspartic acid	–	–	+	–	–
D-serine	+	+	+	–	+
Glycyl-L-proline	–	–	+	+	–
L-pyroglutamic acid	+	+	+	+	–
Pectin	+	+	+	+	–
D-galacturonic acid	+	+	–	+	–
L-galacturonic acid lactone	+	+	–	+	–
D-glucuronic acid	+	+	–	+	–
Glucuronamide	+	+	–	+	+
Quinic acid	+	+	+	+	–
D-Saccharic Acid	+	+	+	+	–
*p*-hydroxy-phenylacetic acid	–	–	+	–	–
Tween 40	+	+	+	+	–
α -keto-butyric acid	+	+	–	–	–
Acetoacetic acid	+	+	–	–	–
**Other biolog Gen III tests**	**1**	**2**	**3**	**4**	**5**
4% NaCl	+	+	–	+	+
8% NaCl	–	–	–	+	–
Sodium butyrate	+	–	–	–	–
Sodium bromate	+	+	–	+	+
**API20 NE feature**	**1**	**2**	**3**	**4**	**5**
Nitrate reduction	–	+	+	+	+
Arginine dehydrolase	–	–	–	+	–
Arabinose	–	+	+	+	–
Mannitol	+	–	+	–	+
*N*-acetyl-glucosamine	+	+	+	–	+
**Other tests**	**1**	**2**	**3**	**4**	**5**
SDS degradation	+	+	–	–	+

*Lanes: 1, P. laurylsulfatophila AP3_16^*T*^; 2, P. laurylsulfatovorans AP3_22^*T*^; 3, P. jessenii CIP 105724^*T*^; 4, P. umsongensis DSM 16611^*T*^; 5, *P. vancouverensis* DSM 17555^*T*^. +, positive; -, negative. The strains were tested using Biolog GEN III Microplate, API20 NE strips and other tests characterized in the Materials and Methods section*.

The five strains taken for the analysis share 83 of the 118 tested features (**Figure 2A**) including, typical for *Pseudomonas*, the ability to utilize simple sugars such as glucose, mannose and fructose and utilize amino acids and short chain carboxylic acids (including acetic acid, propionic acid, L-malic acid, citric acid or L-lactic acid). All strains also share multidrug resistance to vancomycin, lincomycin, troleandomycin, rifamycin Sv, fusidic acid, nalidixic acid and aztreonam. The five strains yielded positive results in more than half of the conducted tests (67 for *P. vancouverensis* DSM 17555^T^, 70 for *P. jessenii* DSM 17150^T^ and *P. umsongensis* DSM 16611^T^, 74 for *P. laurylsulfatovorans* AP3_22^T^ and 80 for the AP3_16^T^ strain). However, all isolates were unable to decompose a similar pattern of substrates including many disaccharides (for example: D-maltose, D-trehalose, D-cellobiose, gentiobiose, D-turanose, D-melibiose), D-sorbitol, gelatin or lack specific enzymatic activities like urease, β-galactosidase. None of the microorganism was observed to ferment glucose, produce indole or hydrolyze esculin or gelatin.

**FIGURE 2:**
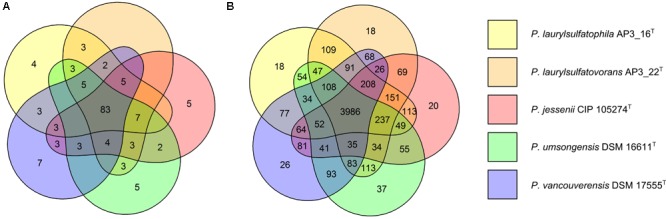
Comparison of biochemical, physiological and genomic potential of the five *Pseudomonas* strains. Venn diagrams based on: **(A)** the results of the physiological and biochemical tests for the five analyzed strains, the number of main features differentiating the strains are presented on the diagram; **(B)** the number of identified orthologous clusters between the genomes of the five compared strains. The numbers indicate the identified unique or shared orthologs between the strains.

The AP3_16^T^ strain could be easily differentiated from the other four strains by its ability to use dextrin or D-fructose-6-PO_4_ as the sole carbon source, growth in the presence of sodium butyrate and the inability to reduce nitrates, which strongly supports its classification as a novel species. *P. jessenii* DSM 17150^T^ was the only strain capable of assimilating *p*-hydroxy-phenylacetic acid and D-aspartic acid but was not able to assimilate glucuronamide and did not grow at or above 4% NaCl salinity, or in the presence of sodium bromate. *P. umsongensis* DSM 16611^T^ was the only strain that could not use D-serine or *N*-acetyl-D-glucosamine as a sole carbon source. However, it was the only strain able to grow in the presence of 8% NaCl and showed arginine dehydrolase activity. *P. vancouverensis* DSM 17555^T^ was the only strain able to assimilate inosine but was unable to use: D-galactose, L-pyroglutamic acid, pectin, quinic acid, D-saccharic acid or Tween20 as a sole carbon source. Only one strain - *P. laurylsulfatovorans* AP3_22^T^, could not be easily distinguished from the other tested microorganisms. However, it shared many features with another SDS decomposing strain, AP3_16^T^, such as the assimilation of D-sucrose and α-keto-butyric acid, and the ability to use acetoacetic acid as a carbon source. These features separated these strains from the others. Interestingly, in addition to *P. laurylsulfatovorans* AP3_22^T^ and AP3_16^T^, *P. vancouverensis* DSM 17555^T^ was also found to decompose SDS.

### Genomic Comparison of the Bacterial Strains

We performed a comprehensive comparison of the draft genome sequences of AP3_16^T^ and AP3_22^T^ strains with three other type strains (summarized in **Table 2**), which revealed that all of the microorganisms belonging to the *P. jessenii* subgroup are characterized by a 6.4–6.7 Mbp genome with similar GC contents (59.6–60.1%). Also, the total number of predicted genes was similar, ranging from 5929 to 6152 genes. Assignment of genes into COG (Clusters of Orthologous Groups) functional categories did not show significant differences among the strains (**Supplementary Table S5**). We used the OrthoVenn web server with the Gene Ontology (GO) enrichment analysis to identify the overlap among the orthologous clusters of predicted protein sequences within the five strains.

**Table 2:** General statistics and the relatedness of the five compared genomes.

Attribute	1	2	3	4	5
Genome Size	6 684 644	6 686 052	6 537 206	6 701 403	6 424 905
GC [%]	60.1	59.6	59.7	59.7	60.1
Contigs	13	30	13	14	1
ANIb^∗^		91.15	90.97	84.99	86.06
dDDH^∗∗^		46.00	45.8	32.0	32.90
Total genes	6074	6118	6019	6152	5929
Protein coding genes	5879	5877	5826	5930	5835
RNA genes	70	77	72	73	94
Pseudo genes	125	164	121	150	74
Genes assigned to COGs	4791	4794	4710	4791	4730

*Lanes: 1, P. laurylsulfatophila AP3_16^*T*^; 2, P. laurylsulfatovorans AP3_22^*T*^; 3, P. jessenii CIP 105724^*T*^; 4, P. umsongensis DSM 16611^*T*^; 5, P. vancouverensis DSM 17555^*T*^. ^∗^ANIb threshold for species definition: ≥95%; values calculated with P. laurylsulfatophila AP3_16^*T*^ as a reference. ^∗∗^GGDC threshold for species definition: ≥70%; values calculated with P. laurylsulfatophila AP3_16^*T*^ as a reference.*

From 6078 orthologous clusters formed based on the five strains comparison, the Venn diagram (**Figure 2B**) shows that 3986 gene clusters are shared by all five strains, which corresponds to 73.8–78.8% of all identified clusters for each strain. The diagram also shows that *P. laurylsulfatophila* AP3_16^T^ shares more orthologous gene clusters with *P. laurylsulfatovorans* AP3_22^T^ (4937 hits) than with *P. jessenii* DSM17150^T^ (4860 hits) or the other strains included in the analysis (4620 or 4567 hits for *P. vancouverensis* DSM 17555^T^ or *P. umsongensis* DSM 16611^T^, respectively). Although *P. laurylsulfatophila* AP3_16^T^ and *P. jessenii* DSM17150^T^ share 113 unique gene clusters, these features are not directly related to any specific catabolic processes, but rather to various transporters involved in ion or drug transport. *P. laurylsulfatophila* AP3_16^T^ and *P. laurylsulfatovorans* AP3_22^T^ strains share 109 specific orthologous clusters not present in any other analyzed strain. GO analysis of these clusters showed that some of the significantly enriched genes could be involved in sucrose metabolism or possess alkanesulfonate monooxygenase activity. On the other hand, *P. laurylsulfatovorans* AP3_22^T^ did not show significant enrichment of genes with assigned molecular function or any biological process. However, analysis of the gene clusters strongly suggests that the three strains: *P. laurylsulfatophila* AP3_16^T^, *P. laurylsulfatovorans* AP3_22^T^, and *P. jessenii* DSM17150^T^ are the closest relatives from among all the microorganisms studied here. They share 4582 clusters, 151 of which are uniquely present in those three isolates.

The GO analysis performed for all strains with identified SDS-degrading features (*P. laurylsulfatophila* AP3_16^T^, *P. laurylsulfatovorans* AP3_22^T^, and *P. vancouverensis* DSM 17555^T^) showed enrichment of clusters associated with lipopolysaccharide and lipid A biosynthesis, lipid glycosylation (a set of genes related to biosynthesis of bacterial cell wall components) or other clusters with potential alkanesulfonate monooxygenase activities. However, there are some genes linked to arylsulfatase activity characteristic only for *P. laurylsulfatophila* AP3_16^T^ and *P. vancouverensis* DSM 17555^T^. Intriguingly, another cluster with assigned alkanesulfonate monooxygenase activity was also enriched in *P. laurylsulfatophila* AP3_16^T^, *P. vancouverensis* DSM 17555^T^ and *P. umsongensis* DSM 16611^T^ (the strain without SDS degrading ability).

There are other findings that support the physiological and biochemical characterization of the five strains. For example, the ability of nitrate reduction by *P. laurylsulfatovorans* AP3_22^T^, *P. jessenii* DSM17150^T^, *P. umsongensis* DSM 16611^T^ and *P. vancouverensis* DSM 17555^T^ was in accordance with the enrichment of gene clusters associated with those features.

### Transcriptomic Analysis

Previous results (Furmanczyk et al., 2017c) suggest that in the presence of SDS detergent degradation activity can be induced in the AP3_16 strain, while induction in the *P. laurylsulfatovorans* AP3_22^T^ does not depend on the presence of SDS in the medium. We wanted to confirm whether the expression of potential alkylsulfatases was uncorrelated with the presence of SDS. Moreover, for the AP3_22^T^ strain we wanted to determine other genes involved in the bacterial cell response to SDS presence in the environment.

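Cultures of the AP3_22 strain were grown in diluted LB medium with 5 g/L of the anionic detergent SDS (sodium dodecyl sulfate) or without it, and 3 RNA-seq libraries were made for each treatment at each of 4 time points, 24 in all. The first time point is 0 min in the sample labels and 5 min in the paper, and the paper's value is used here. The authors removed ribosomal RNA before stranded library preparation, filtered the reads, removed 16S rRNA reads, mapped the rest to the draft genome of the strain with Bowtie2 and counted reads on coding sequences with htseq-count. The strand setting of the counting is not given in the sources used here. The deposited table holds these counts without normalization, and its columns marked S were taken as SDS and those marked K as control. The paper reports an average of 5 M paired reads per library. The table accounts for a mean of 4.22 M, with 2779476 to 5885118 per library. Of these, 2.60% to 4.50% were counted on genes and 84.1% to 95.4% fell on no annotated coding sequence. Only the counts on genes entered the values below. At 5 min the control libraries held 149714 to 188147 (median 181158) counts on genes and the SDS libraries 154847 to 187059 (median 181159). At 30 min the counts were 125937 to 154242 (median 146292) in the controls and 108780 to 137236 (median 113733) with SDS. The corresponding values at 60 min were 128513 to 182600 (median 138040) and 119166 to 137405 (median 134869). At 150 min they were 112550 to 174523 (median 142318) and 80142 to 129559 (median 109082). The median count of a gene was 6 to 18 per library, so that small changes of weakly expressed genes were not detectable at this depth.
Genes with low counts were removed from the 5877 genes of the table, which left 4231. Library sizes were taken over these 4231 genes and scaled with the TMM method of edgeR. The same genes were tested in one model of 8 groups, each a treatment at a time point. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The criterion was that of the paper, a log2 fold change above 1 in size and an adjusted p under 0.0001. Positive log2 fold changes stand for higher expression in the libraries labelled SDS. Values per gene are TMM-normalized counts scaled to a common library size (CPM), given as mean ± SD of 3 libraries. Positions refer to the draft assembly ASM290615v1 of the strain, in which 5734 of the loci were found, and all loci named are coding sequences.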

To investigate the global response and the physiological consequences of the SDS treatment, the *P. laurylsulfatovorans* AP3_22^T^ strain was cultured in the presence of detergent, followed by RNA sequencing and differential gene expression analysis. According to the degradation assay and the OD_600_ measurements, the SDS did not affect the growth of the AP3_22^T^ strain (**Supplementary Figure S2**). The significant detergent degradation began 30 min after the initiation of the experiment and lasted for the next 120 min, after which, the SDS was almost fully degraded. Therefore, for the detailed differential expression analysis the following time points were selected: T5 (5 min – fast response to SDS), T30 (still no degradation observed), T60 (in the middle of degradation process) and T150 (the end of the experiment – detergent almost fully degraded).

Data from the RNA sequencing were filtered to quality scores and mapped back to the annotated draft DNA genome sequence of the *P. laurylsulfatovorans* AP3_22^T^ (GenBank: MUJK00000000.1) as the reference and further analyzed using DESeq2 package in R. A criterion of significant differential expression |log_2_ fold change| > 1 and *p*_adj_ < 0.0001 was chosen. Significant changes in gene expression were observed at each time point (**Supplementary Table S6**).

Bacterial response to detergent was apparent even at the first time-point (T5), demonstrated by 14 upregulated and 3 downregulated genes in comparison to the control culture without SDS (**Supplementary Table S6**). 

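In the model of all libraries 20 genes were higher and 3 were lower with SDS at T5. For every one of these genes the 3 SDS libraries lay on one side of the 3 control libraries. Chance gives such a separation for 10% of genes, and 20.8% of the tested genes showed it. The number of lower genes moved most with the processing, to 0 with DESeq2 on all libraries and 6 with edgeR on the libraries of T5 alone. With 1 library left out in turn, 13 to 20 genes were higher and 0 to 3 lower. The fewest higher genes were found without control replicate 3, and no gene was lower in edgeR's test without that library or without SDS replicate 1. With all libraries, 665 tested genes had an unadjusted p under 0.05 in edgeR's test at T5.
The largest increases were those of B0D71_26505, a NUDIX hydrolase gene, with a log2 fold change of 3.80 (standard error 0.51), of the lactoylglutathione lyase gene gloA (B0D71_01775) with 2.28 (standard error 0.24) and of ppk2 (B0D71_15235). The call of gloA was lost with DESeq2 on the libraries of T5 alone, where the adjusted p was 2.48e-04, the highest of 9 alternative settings from 1.00e-12 to 2.48e-04. The genes lower with SDS were B0D71_09290 (contig 2, 680294 to 681049) with a log2 fold change of -2.10 (standard error 0.35), paaA (B0D71_13840, contig 4, 28296 to 29285) with -1.70 (standard error 0.32) and B0D71_16090 (contig 4, 526310 to 526528) with -1.41 (standard error 0.24). The call of paaA was lost in all 3 DESeq2 settings and with median-of-ratios factors, and that of B0D71_16090 with DESeq2 on all libraries, with or without a prior on fold changes. Both were lost whichever of the 6 libraries was left out, and that of B0D71_09290 without control replicate 3 or SDS replicate 1. DESeq2 gave B0D71_09290 no adjusted p in any of its 3 settings. Under the alternative settings the adjusted p ranged from 5.97e-06 to 3.50e-04 for paaA and from 4.05e-06 to 1.42e-04 for B0D71_16090.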

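The polyphosphate kinase gene ppk2 (B0D71_15235, contig 4, 349325 to 350242) was at 578 ± 151 CPM with SDS and 122 ± 64.7 CPM in the control at T5 (n = 3 each). Its log2 fold change was 2.20 (standard error 0.27, adjusted p = 4.27e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cardiolipin synthase gene cls (B0D71_17945, contig 5, 318869 to 320308) was at 1724 ± 239 CPM with SDS and 719 ± 40.8 CPM without, a log2 fold change of 1.26 (standard error 0.17, adjusted p = 2.07e-07 from the same edgeR test). It overlaps a neighbouring gene by 4 bp. The gene of glycerol-3-phosphate dehydrogenase, glpD (B0D71_19845, contig 6, 237154 to 238692), was at 1144 ± 191 against 502 ± 145 CPM, a log2 fold change of 1.17 (standard error 0.20, adjusted p = 4.39e-05 from the same edgeR test). Its call was lost without control replicate 2 or 3 or SDS replicate 1 or 2, and its log2 fold change was 0.95 without control replicate 3. The amidase gene (B0D71_26625, contig 13, 108591 to 110306) was at 1994 ± 456 against 709 ± 141 CPM, a log2 fold change of 1.48 (standard error 0.18, adjusted p = 1.75e-08 from the same edgeR test). Every SDS library was above every control library in these 4 genes, and the smallest exact two-sided permutation p that 3 libraries against 3 allow is 0.1. Of the 5 loci the text names at T5, 4 passed over all genes and 4 when adjusted over the list alone. The list was chosen by the study on these samples, so the latter is not independent evidence.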

At this first stage, upregulated genes were associated with the stress responses like (a) polyphosphate kinase 2 (B0D71_15235) involved in polyphosphates synthesis, which could act as signal molecules during starvation or oxidative and osmotic stresses; (b) cardiolipin synthase (B0D71_17945); (c) glycerol-3-phosphate dehydrogenase (BD071_19845); (d) amidase (B0D71_26625) involved in the synthesis of cell membranes components (like phospholipids). 

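The expression of desA (B0D71_22785, contig 9, 40049 to 41230), annotated as an acyl-CoA desaturase, was 580.5 ± 57.4 CPM with SDS and 1203 ± 149.7 CPM in the control at T5 (n = 3 each). The log2 fold change was -1.05 (standard error 0.28) and every SDS library was below every control library. The adjusted p of 0.0214 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment did not pass the criterion. In models of the 6 libraries of T5 alone the gene passed, with an adjusted p of 8.40e-06 from DESeq2 and 3.69e-05 from edgeR. Over the 9 alternative settings the adjusted p ranged from 8.40e-06 to 0.212.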

Interestingly, the gene coding acyl-CoA desaturase (B0D71_22785), involved in unsaturated fatty acid synthesis, was downregulated.

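In the model of all libraries 15 genes were higher and 15 lower with SDS at T30. None of them had overlapping groups, and 20.8% of all tested genes had none, where chance gives 10%. DESeq2 on all libraries passed 8 higher and 8 lower genes, and edgeR on the libraries of T30 alone passed 29 and 24. With 1 library left out there were 4 to 8 higher and 5 to 9 lower genes. The fewest higher genes were left without control replicate 1 and the fewest lower genes without SDS replicate 3, and leaving out any of the 6 libraries lowered both numbers. Outside the loci named in the text, B0D71_26500 (contig 13, 79293 to 80045), which lies next to the NUDIX hydrolase gene, rose by 2.67 on the log2 scale (standard error 0.48). Its call was lost without control replicate 1 or SDS replicate 2 and with DESeq2 on the libraries of T30 alone. The largest decrease was that of B0D71_10120 (contig 3, 17522 to 17833), a gene of a hypothetical protein, with a log2 fold change of -2.82 (standard error 0.20). The flagellar chaperone gene fliS (B0D71_10315, contig 3, 57358 to 57753) had a log2 fold change of -2.29 (standard error 0.44). Its call held without control replicate 3 and was lost without any other library, and it was lost with DESeq2 on all libraries and on those of T30 alone.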

At the second time point (30 min of SDS treatment), before detergent degradation had been observed, 13 genes were upregulated and 14 were downregulated (**Supplementary Table S6**). The highest positively regulated genes products are the most probably involved in the stress response, like: B0D71_26505 (NUDIX hydrolase), B0D71_01775 (lactoylglutathione lyase) or in cell wall metabolism (B0D71_21570 – anhydro-*N*-acetylmuramic acid kinase). Moreover, a gene (B0D71_25530) associated with polyhydroxyalkanoate (PHA) production is also positively regulated. 

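The NUDIX hydrolase gene B0D71_26505 (contig 13, 80047 to 80610) had 65 to 94 counts per SDS library and 2 to 7 per control library at T30, or 789.8 ± 103 and 26.0 ± 17.5 CPM (n = 3 each). Its log2 fold change was 4.82 (standard error 0.49, adjusted p = 5.75e-17 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the largest of the genes that passed at T30. The gloA gene (B0D71_01775, contig 1, 395515 to 396036) was at 386 ± 187 CPM with SDS and 88.1 ± 19.3 CPM without, a log2 fold change of 2.11 (standard error 0.42). Every SDS library was above every control library, but the adjusted p of 1.92e-04 from the same edgeR test did not pass. It passed without SDS replicate 1, where the adjusted p was 3.01e-05, and in 4 of 9 alternative settings, whose adjusted p ranged from 9.97e-08 to 0.00229. The gene of anhydro-*N*-acetylmuramic acid kinase (B0D71_21570, contig 8, 3341 to 4432) was at 1151 ± 138 against 524 ± 57.3 CPM, a log2 fold change of 1.14 (standard error 0.20, adjusted p = 5.85e-05 from the same edgeR test). That call was lost whichever of the 6 libraries was left out, with DESeq2 on all libraries, with or without a prior on fold changes, and with upper-quartile factors, and the adjusted p ranged from 3.96e-06 to 1.72e-04 over the alternative settings. Of the 7 loci named at T30, 6 passed over all genes and 7 when adjusted over the list alone, a list the study chose on these samples.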

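B0D71_25530 (contig 12, 17906 to 18823), which Table S6 annotates as the PHA granule-associated protein PhaF, was at 538 ± 12.5 CPM in the SDS libraries and 159 ± 20.4 CPM in the control libraries of T30 (n = 3 each). The log2 fold change was 1.76 (standard error 0.24, adjusted p = 1.80e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was 1.67 to 1.86 with 1 library left out.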

PHAs are storage compounds of carbon and energy in bacteria. This suggests that after 30 min in the presence of SDS PHA biosynthesis was initiated. 

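The gene B0D71_06340 (contig 2, 37391 to 38224), annotated as a phosphatidic acid phosphatase, had 38 to 139 counts per SDS library and 16 to 22 per control library at T30. Its expression was 932 ± 462 CPM with SDS and 138 ± 29.8 CPM without (n = 3 each). The log2 fold change was 2.78 (standard error 0.37, adjusted p = 5.95e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene did not pass with DESeq2 on all libraries, with or without a prior on fold changes, and the adjusted p ranged from 2.35e-14 to 0.00487 over the 9 alternative settings.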

Upregulation of a key enzyme involved in promoting phospholipid synthesis (B0D71_06340 – phosphatidic acid phosphatase) was also observed. On the other hand, the downregulated genes were those involved in fatty acid catabolism like branched-chain alpha-keto acid dehydrogenase subunit E2 (B0D71_10300) or 2-methylisocitrate lyase (B0D71_08420) required for the utilization of propionyl-CoA (the metabolite of long fatty acids degradation).

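B0D71_10300 (contig 3, 53873 to 55312) was at 153 ± 43.7 CPM with SDS and 639 ± 93.1 CPM in the control at T30 (n = 3 each), a log2 fold change of -2.06 (standard error 0.26, adjusted p = 2.09e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its SDS effect changed from T5 to T30 by -2.61 on the log2 scale (standard error 0.35, adjusted p = 4.21e-07 from the same edgeR test of the interaction). B0D71_08420 (contig 2, 492437 to 493258) had 3 to 9 counts per SDS library and 31 to 49 per control library, a log2 fold change of -2.33 (standard error 0.38, adjusted p = 1.21e-06 from the same edgeR test). Both calls held whichever library of T30 was left out.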

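At T60, 14 genes were higher and 19 were lower in the libraries labelled SDS than in those labelled control in the model of all libraries. No gene among them had overlapping groups, and 24.1% of the tested genes had none (10% by chance). DESeq2 on the libraries of T60 alone passed 13 higher and 22 lower genes, and edgeR on those libraries 32 and 39. Leaving out 1 library gave 3 to 10 higher and 7 to 12 lower genes, with the fewest higher genes without control replicate 1 and the fewest lower genes without SDS replicate 2. Outside the loci named in the text, the largest increases were those of the ribosomal protein genes rpsU (B0D71_21800, contig 8, 52382 to 52597), with a log2 fold change of 1.98 (standard error 0.27), and rpmH (B0D71_18330, contig 5, 409401 to 409535), with 1.96 (standard error 0.31). The call of rpmH was lost without control replicate 1 or 2 or SDS replicate 2 or 3. The largest decreases were those of B0D71_10120, with a log2 fold change of -2.76 (standard error 0.19), of B0D71_04505 (contig 1, 1041312 to 1041782), with -2.44 (standard error 0.32), and of fliS (B0D71_10315), with -2.30 (standard error 0.38). The call of fliS was lost without SDS replicate 1 or 2.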

After 60 min, when SDS degradation was underway, 23 genes were upregulated and 13 were downregulated (**Supplementary Table S6**). At this time point, the B0D71_25530 gene related to PHA accumulation was still upregulated and a rapid shift in the expression of global metabolic categories took place. This time the previously upregulated genes involved in stress response (B0D71_26505), phospholipids synthesis (B0D71_19845) and lipid synthesis (B0D71_24405 or B0D71_19855) were downregulated. Conversely, the genes potentially involved in fatty acids catabolism (B0D71_10300 or B0D71_21630) and other forms of stress response, like chaperones involved in the protein folding (B0D71_20535) were upregulated.

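B0D71_25530 was at 552 ± 88.0 CPM in the libraries labelled SDS and 167 ± 13.0 CPM in those labelled control at T60 (n = 3 each), a log2 fold change of 1.71 (standard error 0.22, adjusted p = 6.92e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The change of its SDS effect from T30 to T60 was -0.04 (standard error 0.32, adjusted p = 0.981 from the same edgeR test of the interaction). Of 4231 genes, the SDS effect of 1 changed past the criterion between these time points, and 368 had an unadjusted p under 0.05. DESeq2 on all libraries gave 2 such genes. Of the 30 genes that passed at T30, 28 had the same direction at T60, and all 9 genes that passed at both time points had the same direction at both. These values take the libraries of T60 as labelled. With the SDS and control libraries of T60 exchanged, a comparison chosen after the values were seen, the change for B0D71_25530 was -3.47 (standard error 0.32, adjusted p = 8.22e-13 from the same edgeR test), 61 genes changed past the criterion, and 2 of the 30 genes had the same direction at T60.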

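In the libraries as labelled, B0D71_26505 was at 282 ± 126 CPM with SDS and 23.6 ± 14.3 CPM in the control at T60 (n = 3 each), a log2 fold change of 3.50 (standard error 0.50, adjusted p = 2.99e-09 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The glpD gene (B0D71_19845) was at 789 ± 203 CPM with SDS and 297 ± 77.2 CPM without, a log2 fold change of 1.38 (standard error 0.23, adjusted p = 1.91e-05 from the same edgeR test). The acyl carrier protein gene acpP (B0D71_24405, contig 10, 180504 to 180740) was at 507 ± 32.3 against 186 ± 34.4 CPM, a log2 fold change of 1.44 (standard error 0.25, adjusted p = 3.70e-05 from the same edgeR test). The glycerol kinase gene glpK (B0D71_19855, contig 6, 239863 to 241368) was at 602 ± 53.3 against 205 ± 87.6 CPM, a log2 fold change of 1.53 (standard error 0.24, adjusted p = 4.05e-06 from the same edgeR test). In all 4 genes every SDS library was above every control library. The call of acpP was lost whichever library was left out, that of glpD without control replicate 1 or 3 or SDS replicate 2 or 3, and that of glpK without control replicate 1 or SDS replicate 2.

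**Figure D1:**
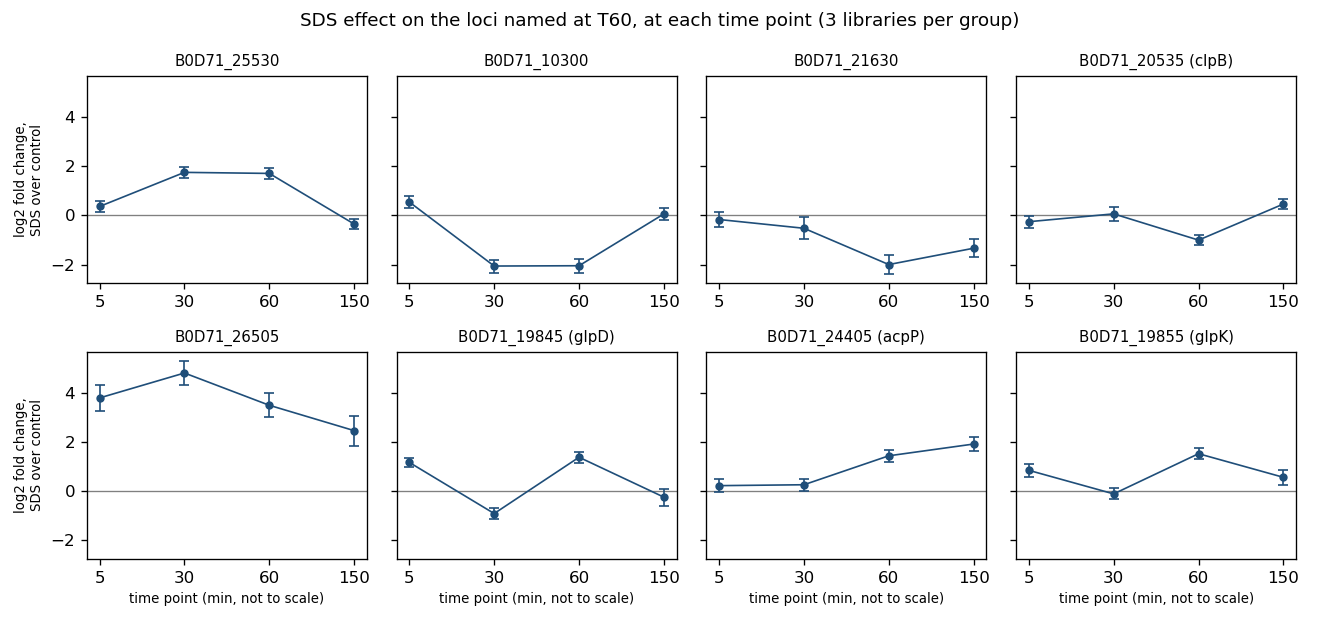
Log2 fold change of SDS over control (y axis) of the 8 loci named at T60, at 5, 30, 60 and 150 min (x axis, not to scale), in the libraries as labelled. Points are edgeR estimates from 3 libraries per group and bars are standard errors. At 60 min B0D71_25530, B0D71_26505, glpD, acpP and glpK lie above 0, and B0D71_10300, B0D71_21630 and clpB lie below 0.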

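B0D71_10300 was at 98.3 ± 50.3 CPM in the libraries labelled SDS and 411 ± 69.4 CPM in those labelled control at T60 (n = 3 each), a log2 fold change of -2.05 (standard error 0.29, adjusted p = 1.72e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The lipoate-protein ligase gene (B0D71_21630, contig 8, 13269 to 13970) had 6 to 12 counts per SDS library and 38 to 51 per control library, a log2 fold change of -2.001 (standard error 0.38, adjusted p = 4.28e-05 from the same edgeR test). This call held without control replicate 2 and was lost without any other library, and it was lost with DESeq2 on all libraries, with or without a prior on fold changes, with adjusted p from 2.07e-07 to 1.40e-04 over the 9 alternative settings. The chaperone gene clpB (B0D71_20535, contig 7, 51077 to 53641) was at 812 ± 91.7 CPM with SDS and 1629 ± 144 CPM without, a log2 fold change of -1.004 (standard error 0.20). Its adjusted p of 5.24e-04 from the same edgeR test did not pass, and it ranged from 2.28e-06 to 0.00127 over the 9 alternative settings. In these 3 genes every SDS library was below every control library. Of the 8 loci named at T60, 7 passed over all genes and 8 when adjusted over the list alone, a list the study chose on these samples. Only 1 of the 8, B0D71_25530, had the direction the text gives. Of the 7 that passed, 6 had the opposite direction in the libraries as labelled.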

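In the model of all libraries 110 genes were higher and 110 lower with SDS at T150. The groups did not overlap for 100 of the higher and 110 of the lower genes, against 27.1% of all tested genes and 10% by chance. In models of the libraries of T150 alone, DESeq2 passed 37 higher and 44 lower genes and edgeR 22 and 47. With 1 library left out there were 60 to 164 higher and 64 to 126 lower genes. The higher genes numbered 69 without control replicate 1, 67 without control replicate 2, 67 without SDS replicate 1 and 60 without SDS replicate 2. The lower genes numbered 64 without SDS replicate 1. Both numbers were highest, 164 and 126, without SDS replicate 3, the library with the fewest counts on genes.
B0D71_23925 (contig 10, 67906 to 69186), annotated in Table S6 as a chain-length determining protein, was at 437 ± 172 CPM with SDS and 84.9 ± 28.0 CPM in the control (n = 3 each), a log2 fold change of 2.45 (standard error 0.31, adjusted p = 8.64e-10 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the libraries of T60 as labelled, its SDS effect had risen since T60 by 2.33 (standard error 0.37, adjusted p = 4.76e-06 from the same edgeR test of the interaction). Outside the loci named in the text, the largest increases among genes without overlap were those of B0D71_07375 (contig 2, 260504 to 260764) with a log2 fold change of 3.09 (standard error 0.30), B0D71_09765 (contig 2, 763814 to 764992) with 2.69 (standard error 0.25) and the ribosomal protein gene rpmB (B0D71_17480, contig 5, 215265 to 215498) with 2.60 (standard error 0.30). The largest decreases were those of B0D71_05955 (contig 1, 1375666 to 1376427), which had 0 to 1 counts per SDS library and 20 to 30 per control library, of the magnesium transporter gene mgtA (B0D71_27815, contig 15, 115992 to 118706) with a log2 fold change of -4.42 (standard error 0.42), and of paaY (B0D71_13890, contig 4, 38296 to 38892), which had 0 to 4 counts per SDS library and 22 to 40 per control library. The calls of B0D71_07375, B0D71_05955 and paaY were lost with DESeq2 on the libraries of T150 alone.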

At the end of the experiment when the SDS was completely degraded, 37 genes were upregulated and 44 were downregulated, resulting in redirection of the global metabolism from fatty acids utilization (for details see **Supplementary Table S6**) to lipopolysaccharide biosynthesis (B0D71_23925). Also upregulated were genes connected to amino acids metabolism (B0D71_08225, B0D71_11870, B0D71_08240 – coding the amino acid transporters, B0D71_12805 or B0D71_18785 coding L-asparaginase or lysine methyltransferase, respectively) and diverse stress response (B0D71_20005, B0D71_112865, B0D71_27080, B0D71_06515). Many of these activities are critically involved with the process entering the stationary growth phase. However, according to optical density, the detergent did not affect the growth of AP3_22^T^ – there was no significant difference in cell density growth between the SDS degrading culture and the control culture, so both of studied variants were probably at the same growth phase, which makes the results from the differential gene expression analysis ambiguous. 

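All 10 loci the text names at T150 were higher with SDS and passed over all genes, and 10 passed when adjusted over the list alone, a list the study chose on these samples. The transporter genes B0D71_08225 (contig 2, 448725 to 449459), B0D71_11870 (contig 3, 367131 to 367925) and B0D71_08240 (contig 2, 451069 to 451983) had log2 fold changes of 2.50 (standard error 0.36), 2.06 (standard error 0.25) and 1.47 (standard error 0.21). B0D71_08225 overlaps a neighbouring gene by 4 bp and had 17 to 35 counts per SDS library and 5 to 9 per control library. The L-asparaginase gene B0D71_12805 (contig 3, 562071 to 563159) was at 701 ± 33.6 CPM with SDS and 212 ± 55.5 CPM without (n = 3 each), and the lysine methyltransferase gene B0D71_18785 (contig 6, 11605 to 12129) at 4962 ± 143 and 2057 ± 489 CPM. Their log2 fold changes were 1.75 (standard error 0.22) and 1.28 (standard error 0.19). Among the loci named for stress response, the co-chaperone GroES gene (B0D71_20005, contig 6, 268744 to 269037) changed most, with 1234 ± 169 CPM with SDS and 329 ± 66.9 CPM without, a log2 fold change of 1.93 (standard error 0.19, adjusted p = 7.04e-12 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The DNA-binding protein gene B0D71_12865 (contig 3, 572432 to 572644), the cold-shock protein gene B0D71_27080 (contig 14, 53587 to 53799) and dnaK (B0D71_06515, contig 2, 75141 to 77057) had log2 fold changes of 1.52 (standard error 0.24), 1.51 (standard error 0.22) and 1.26 (standard error 0.18). The 10 calls held whichever library of T150 was left out. With edgeR on the libraries of T150 alone, B0D71_08240, B0D71_18785, B0D71_12865, B0D71_27080 and dnaK did not pass.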

Expression of any genes assigned as sulfatases did not significantly change at any time point.

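The alkylsulfatase gene B0D71_15760 (contig 4, 458535 to 460508) had 4 to 21 counts per library, so that only large changes were detectable at this depth. Its log2 fold change with SDS was -0.24 (standard error 0.40) at T5, 0.39 (standard error 0.43) at T30, -0.09 (standard error 0.48) at T60 and -0.31 (standard error 0.41) at T150 (n = 3 per group). The adjusted p lay between 0.669 and 0.957 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The SDS and control libraries overlapped at every time point, and the gene passed in none of the alternative settings that gave an adjusted p. The sign changed without SDS replicate 3 at T5 (0.03), without SDS replicate 2 at T30 (-0.16), and without control replicate 2 or SDS replicate 2 at T60 (0.10 and 0.04). A further locus with a sulfatase symbol, betC (B0D71_18660, contig 5, 483714 to 485228), had log2 fold changes of -0.12 (standard error 0.30), -0.24 (standard error 0.29), -0.14 (standard error 0.28) and 0.42 (standard error 0.29) at the 4 time points and passed at none. The other sulfatase loci were not analysed here. As these genes were never significantly regulated, and from earlier results of its authors, the paper proposes that the alkylsulfatase of this strain is constitutively expressed.

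**Figure D2:**
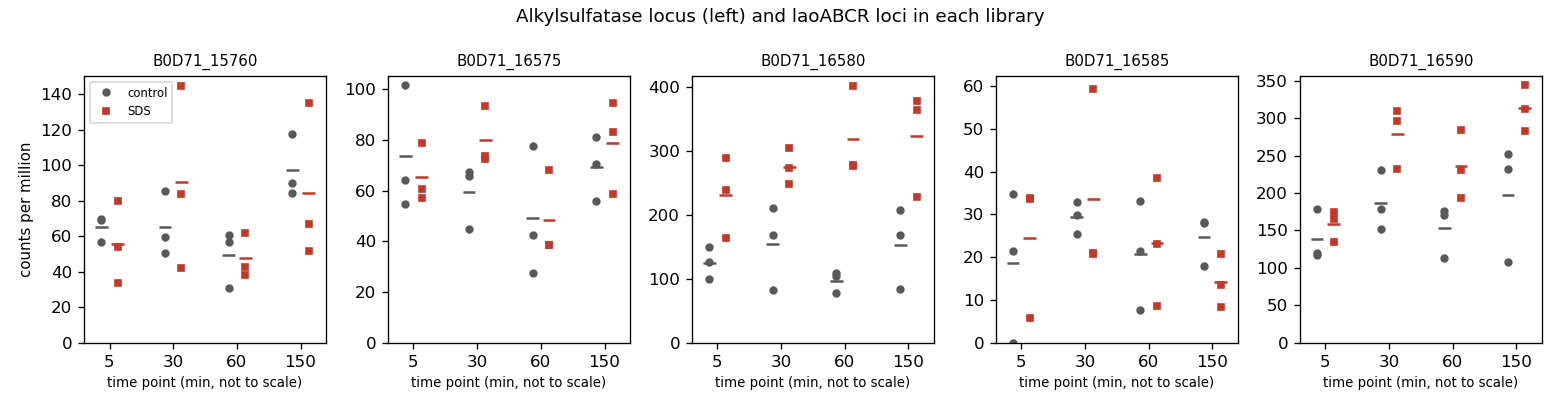
Normalized CPM (y axis) of the alkylsulfatase locus B0D71_15760 and the 4 laoABCR loci in each library at 5, 30, 60 and 150 min (x axis, not to scale). Circles are control and squares are SDS libraries, 3 per group, and bars are group means. For B0D71_15760 the groups overlap at every time point.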

### Insights From the Genomes of SDS Degrading Strains – Identification of Enzymes Involved in SDS Desulfurization

Among the characterized strains (AP3_16^T^ and AP3_22^T^), 1-dodecanol is the main by-product formed during SDS degradation, which suggests that alkylsulfatases were responsible for the first step of SDS metabolism (Furmanczyk et al., 2017c).

According to the NCBI annotation in the genome of *P. laurylsulfatophila* AP3_16^T^, we found 15 complete sequences coding putative sulfatases and one partial sequence of such an enzyme, while the genome of *P. laurylsulfatovorans* AP3_22^T^, harbored only six such sequences. A BLASTP search revealed that the sulfatases encoded in the genomes of the two SDS degrading strains represent two of the three classes of bacterial sulfatases. Most of the putative enzymes (17 proteins) share the arylsulfatase A domain – a typical region for the first group of sulfatases. Four proteins: three from AP3_16 strain (CD175_04445, CD175_30230, and CD175_09595) and one from AP3_22^T^ strain (B0D71_15760) belong to the alkylsulfatases – the third group of sulfatases with confirmed activity toward primary or secondary alkyl sulfates. We attempted to verify which of the enzymes similar to alkylsulfatases are responsible for SDS desulfurylation in the strains. Expressing plasmids containing complete gene sequences of the potential sulfatases including putative, native promoter regions were transformed into the *E. coli* TOP10 and the degrading capabilities of these strains were tested. Only two strains, carrying the sulfatases belonging to the third group of bacterial sulfatases (CD175_09595 and B0D71_15760), could decompose SDS (**Supplementary Figure S3**). Therefore, in further experiments we focused only on the proteins from the third group of sulfatases.

A phylogenetic comparison of the four proteins belonging to the third group of sulfatases and known representatives of the bacterial sulfatases is presented in **Figure 3A**. Enzymes coded by sequences B0D71_15760 (from AP3_22^T^) and CD175_09595 (from AP3_16^T^) clustered with Pisa1 – a stereoselective inverting alkylsulfatase with preferred activity toward secondary sulfate esters (Schober et al., 2011). Whereas proteins CD175_04445 (AP3_16^T^) and CD175_30230 (AP3_16^T^) clustered with sulfatases YraS and SdsA, respectively – enzymes involved in SDS metabolism (Davison et al., 1992; Navais et al., 2014).

**FIGURE 3:**
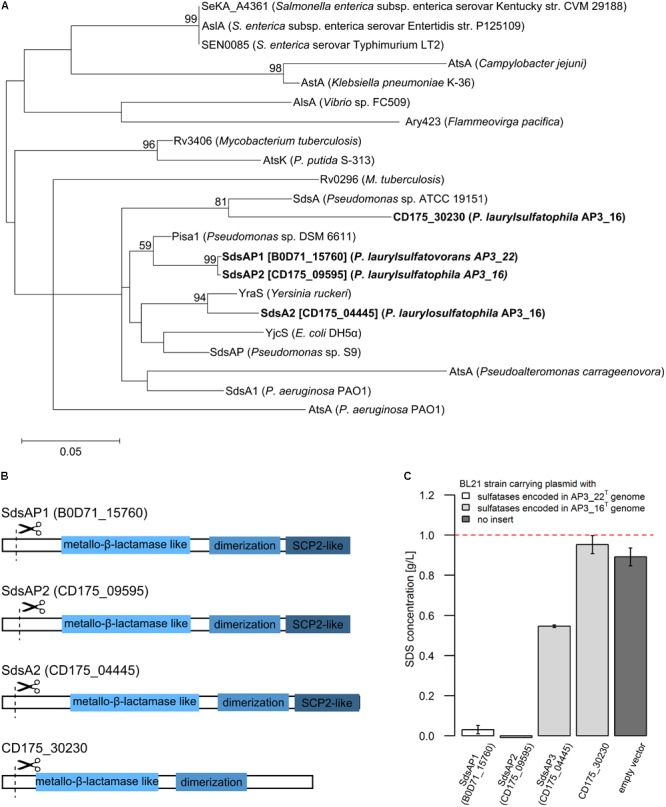
**(A)** Phylogenetic tree of the putative alkylsulfatases involved in SDS decomposition encoded in the genomes of the *P. laurylsulfatophila* AP3_16^T^ and *P. laurylsulfatovorans* AP3_22^T^ strains (shown in bold) and the known representatives of three groups of bacterial sulfatases. The evolutionary history was inferred by using the Maximum Likelihood method based on the Le_Gascuel_2008 model using a discrete Gamma distribution (+G). The tree is drawn to scale, with branch lengths measured in the number of substitutions per site. **(B)** Scheme of the domain structure of the four alkylsulfatases belonging to the third group of sulfatases. Three domains are shown as rectangulars, the scissors mark the predicted cleavage site of the signal peptide. **(C)** Study of SDS degradation of the *Escherichia coli* BL21 strains harboring possible four alkylsulfatases belonging to the third group of sulfatases. The SDS concentration was measured after 18 h of incubation of the BL21 induced (with 0.5 mM IPTG) strains carrying the recombinant proteins with 0.1% SDS in LB medium. BL21 strain without any plasmid was used as a control. The dotted line represents the SDS concentration in the uninoculated medium. All measurements were made in triplicate.

Further DELTA-BLAST (domain enhanced lookup time accelerated BLAST) analysis of identified putative sulfatases showed that CD175_04445, CD175_09595 and B0D71_15760 proteins contain three domains: the metallo-β-lactamase like domain, an SCP-2-like domain and an alkyl sulfatase dimerization domain. In the protein sequence of the putative sulfatase CD175_30230, there was no SCP-2-like domain, involved together with the metallo-β-lactamase-like domain in recruiting hydrophobic substrates by the enzymes and binding of the sterols (**Figure 3B**). Further analysis with the SignalP server showed that all of the four potential alkylsulfatases have an N-terminal signal peptide consisting of 23–26 amino acid residues, similar to other members of the third group of sulfatases (Hagelueken et al., 2006; Long et al., 2011).

### Protein Overexpression and Verification of Alkylsulfatase Activity

The enzymes from the third group of sulfatases (CD175_04445, CD175_09595, CD175_30230, and B0D71_15760) were cloned into the pET-His expression system, either including or excluding the N-terminal signal sequences, and expressed in the *E. coli* BL21 (RIL) as a C-terminally His-tagged recombinant proteins. Further, the potential activity toward SDS was verified using the BL21 strains in which protein expression had been induced with 0.5 mM IPTG and cultures were incubated in the presence of SDS in the growth medium. The measurement of SDS concentration showed sulfatase activity in the three strains carrying the pET derivatives expressing enzyme with the N-terminal signal sequence – CD175_04445, CD175_09595 (originates from AP3_16 genome) and B0D71_15760 (from AP3_22^T^ genome) (**Figure 3C**). Lack of these signal peptides eliminated the ability of the strains to desulfurylate SDS. The *E. coli* strains expressing either B0D71_15760 or CD175_09595 recombinant protein presented a very similar level of detergent desulfurylation and decomposed 96.9 and 99.2% of the initial SDS concentration, respectively (measured after 24 h of incubation), whereas the strain expressing the putative sulfatase, CD175_04445 only degraded 45.4% of the surfactant.

The sulfatases B0D71_15760 and CD175_09595, designated as SdsAP1 and SdsAP2, respectively, are similar polypeptides with the same predicted length of 657 amino acids, pI of 5.91 and estimated molecular weights of 71.9 – 72.1 kDa. The enzyme CD175_04445 named SdsAP3, consists of 678 amino acids with molecular weight of 74.8 kDa and predicted pI of 6.01. SdsAP1 and SdsAP2 were successfully purified under native conditions from the soluble fractions after induction of *E. coli* BL21 (RIL) strains with IPTG. The monomeric molecular weight of the purified recombinant proteins was approximately 70 kDa on SDS-PAGE (**Supplementary Figure S4**). Despite many strategies tested for optimization of SdsAP3 overexpression (including different *E. coli* host strains, induction method and time) we were unable to obtain a protein fraction with acceptable homogeneity and activity. Consequently, only the SdsAP1 and SdsAP2 alkylsulfatases were further characterized.

### Biochemical Characterization of the Recombinant Sulfatases

For initial biochemical characterization, we tested the influence of temperature and pH on sulfatase activity. SdsAP1 and SdsAP2 both present the highest enzymatic activity toward SDS at similar pH (**Figure 4A**) with maximum activity at pH 8.0, but show differences in their temperature activity profiles (**Figure 4B**). The optimal temperature for SdsAP1 activity was 70°C whereas for SdsAP2 it was 60°C. Nevertheless, either SdsAP1 or SdsAP2 exhibit enzymatic activity in a broad range of tested temperatures.

**FIGURE 4:**
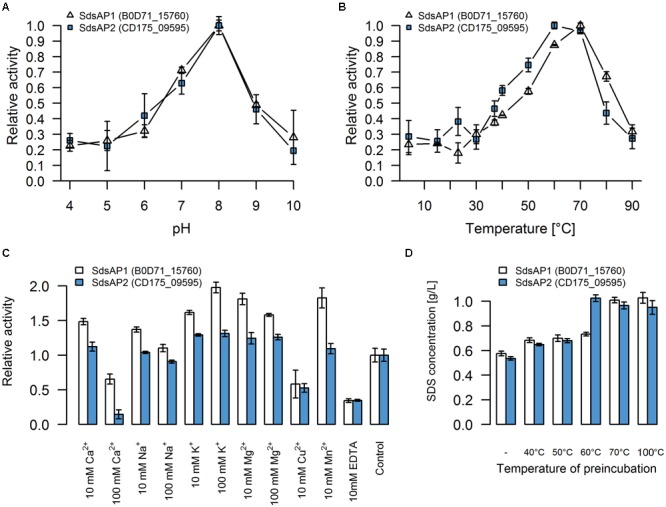
Properties of recombinant sulfatases. Effect of **(A)** pH, **(B)** temperature, **(C)** various additives, **(D)** preincubation in different temperatures on activity of the recombinant SdsAP1 (B0D71_15760 – shown in white) and SdsAP2 (CD175_09595 – shown in blue) sulfatases. pH profiles were measured at 37°C in 50 mM of different buffers: citrate buffer (pH 4.0–5.0), citrate-phosphate buffer (pH 6.0), Tris-HCl (pH 7.0 and 8.0), glycine-NaOH buffer (pH 9.0–10.0). Temperature profiles were measured at different temperatures (4–90°C) in 50 mM Tris-HCl buffer (pH 8.0). The effect of various ions (used as chloride salts) and EDTA was measured at 37°C in 50 mM Tris-HCl buffer (pH 8.0). The thermostability was tested by preincubation of the enzyme for 1 h in: 40, 50, 60 or 70°C or for 10 min in 100°C followed by standard activity testing measured at 37°C in 50 mM Tris-HCl buffer (pH 8.0). The values are means of the three replicates, and the error bars indicate the standard deviations.

The effect of various additives on sulfatase activity is presented in **Figure 4C**. These experiments showed that K^+^ and Mg^2+^ (in either 10 mM or 100 mM concentration) increased activity of both SdsAP1 and SdsAP2 alkylsulfatases, whereas they are inhibited by Cu^2+^, EDTA and Ca^2+^ in 100 mM concentrations. Analyzed enzymes differ in sensitivity to Na^+^, Mn^2+^, and 10 mM Ca^2+^. The activity of SdsAP1 increased in the presence of 10 mM Na^+^, however, 100 mM Na^+^ did not affect enzyme activity. Neither of the tested Na^+^ concentrations affected SdsAP2. Also, Mn^2+^ did not influence the SdsAP2 activity, although it had positive effect on SdsAP1, similar to effect caused by 10 mM Ca^2+^.

Thermostability was tested by preincubation of the sulfatases at 40, 50, 60, and 70°C for 1 h or 100°C for 10 min. Both of the proteins retained the enzymatic activity after preincubation in 40 and 50°C. However, in each case, enzymatic activity was decreased when compared to the control. Only the SdsAP1 protein was able to hydrolyze the SDS after 1 h of incubation at 60°C resulting in degradation up to 27% of the initial SDS concentration (**Figure 4D**). None of the tested proteins presented enzymatic activity after incubation at 70°C and above.

## Discussion

### Phylogenetic, Physiological and Biochemical Analyses and Comparative Genomics of the Selected Bacterial Strains

Genomic sequencing and analysis has become one of the basic research methods allowing to better understand metabolic potential of microorganisms but has also become one of the main elements of bacterial classification. Phylogenetic classification of newly isolated AP3_16 bacterial strain (Furmanczyk et al., 2017c) was performed according to standard methodology including both multi-genic approach (MLSA) and whole genome comparison.

Using the MLSA approach we showed that the AP3_16 isolate is closely related to *P. jessenii* DSM 17150^T^. However, ANIb and dDDH analyses based on the whole genome sequence comparison revealed that the AP3_16 strain shares the highest similarity to *P. laurylsulfatovorans* AP3_22^T^ - another member of the *P. jessenii* subgroup. This result is corroborated by the fact that AP3_16 shares more physiological and biochemical features with *P. laurylsulfatovorans* AP3_22^T^ (108 identical results in 118 tests) than with *P. jessenii* DSM 17150^T^ (98 identical results) or any other used type strain (100 identical results for *P. vancouverensis* DSM 17555^T^ and 98 identical results for *P. umsongensis* DSM 16611^T^). Furthermore, the highest calculated similarity levels (91.15% for ANIb and 46% for dDDH) show that AP3_16 is more divergent from any other type strain. According to the recent guidelines for establishment of novel bacterial species (Chun et al., 2018) AP3_16 strain should be classified as novel species for which we propose the name *P. laurylsulfatophila* sp. nov. with AP3_16^T^ as a type strain.

It is noteworthy that the GO enrichment analysis found the highest similarity between the two SDS degrading strains *P. laurylsulfatophila* AP3_16^T^ and *P. laurylsulfatovorans* AP3_22^T^, but also indicated their close relation to *P. jessenii* DSM 17150^T^, as they share 151 unique gene clusters. These 151 features are related to various transporters rather than to particular catabolic processes. Moreover, the analysis demonstrated specific functional similarity between the genomes of the three SDS degrading strains. *P. laurylsulfatophila* AP3_16^T^, *P. laurylsulfatovorans* AP3_22^T^, and *P. vancouverensis* DSM 17555^T^ share gene clusters related to alkanesulfonate monooxygenase activity and bacterial cell wall components, lipopolysaccharide and lipid A biosynthesis. These functional similarities between the two characterized here isolates (*P. laurylsulfatophila* AP3_16^T^ and *P. laurylsulfatovorans* AP3_22^T^) may reflect biochemical adaptation caused by environmental factors. These strains were isolated from peaty soil, sampled from a surface flow constructed wetland of a wastewater treatment plant operated by a pesticide packing company. This habitat was continuously exposed to various xenobiotics, including pesticides and detergents, especially anionic surfactants like SDS. Therefore, survival in such harsh conditions would require adaptations regarding specific cell wall structure or an efficient detergent degrading enzymatic apparatus.

Intriguingly, the genome of *P. umsongensis* DSM 16611^T^ contains genes with potential alkanesulfonate monooxygenase activity. Another member of this species – strain Gwa3 was described to have the ability to degrade hydrocarbons, which is often mediated by oxygenases and enhanced by the presence of surfactants (Pham et al., 2014). This could explain the increased presence of these genes in the mentioned genome. However, in our experiments, *P. umsongensis* DSM 16611^T^ could not degrade SDS, suggesting that proteins coded by potential alkanesulfonate monooxygenase genes could be non-functional or inactive toward SDS.

### Transcriptomic Analysis

The transcriptomic analysis described here is the first differential expression analysis showing the time-lapse response for exposure of a bacterial strain to SDS during the reported degradation of the detergent. However, similar single-time-point studies were performed for *P. aeruginosa* PAO1. This strain during growth with SDS tends to form macroscopic cell aggregates consisting of respiring cells embedded in an extracellular matrix (Klebensberger et al., 2006). To investigate and identify the molecular mechanisms involved in the SDS-induced aggregation the microarray analysis was used. The analysis of the differences in gene expression after 1 h of treatment with detergent led to the identification of *siaABCD* genes which are essential for the auto-aggregation process. Although the research was focused mainly on the stress response also some genes involved in the degradation of SDS were proposed, including the *sdsA1* (coding alkylsulfatase) or putative dehydrogenases (PA0364 and PA0366) possibly responsible for further oxidation steps after the hydrolysis of SDS to dodecanol (Klebensberger et al., 2009). These suggestions were recently confirmed by mutants analysis and resulted in identification of *laoABC* gene cluster coding long-chain alcohols oxidation system (Panasia and Philipp, 2018).

In contrast, our studies present the continuous dynamic response of the AP3_22^T^ strain toward SDS from the first contact with the detergent to the almost-finished degradation process. The results showed that although SDS could be used as a carbon source, in the first place it influences the integrity of cell envelopes and induces a global stress response combined with cell wall modification and repair. In the case of the AP3_22^T^ strain, this effect was observed for at least the first 30 min after contact with detergent. In contrary to *P. aeruginosa* PAO1 (Klebensberger et al., 2009), the AP3_22^T^ strain did not induce cell aggregation while grown with SDS, also the *siaABCD* genes or similar were not present in its genome. Furthermore, the elevated expression of genes encoding enzymes involved in synthesis of the cell membrane components like cardiolipin or other phospholipids suggest that SDS induces dynamic changes in the composition of cell membranes. Similarly, a study on the modifications of membrane lipids of *P. putida* A ATCC 12633 caused by tetradecyltrimethylammonium bromide (a cationic surfactant) revealed changes in the composition of phosphatidic acid, phosphatidylglycerol, and cardiolipin after exposure to detergent, but also increases ratio of saturated to unsaturated fatty acid (Boeris et al., 2007; Heredia et al., 2014). Since membrane fluidity is highly enhanced by the presence of the unsaturated fatty acids, their further production in the presence of SDS could kill cells. Reduction in the proportion of unsaturated fatty acids increases membrane rigidity and could help the cell survive in the presence of the detergent. These results suggest that a modulation of membrane composition could be the first alternative, adaptative step in response to detergent exposure and could be responsible for resistance to high surfactant concentrations. Interestingly, regarding species of *Pseudomonas*, the level of cardiolipin decreases after exposure to cationic detergents (Boeris et al., 2007), while our results suggest that it could be increased when in contact with anionic detergents like SDS.

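The change of the SDS effect from T30 to T60 was tested for the loci named at T60 for lipid synthesis and fatty acid catabolism, with the libraries of T60 as labelled. The effect on glpD (B0D71_19845) rose by 2.30 (standard error 0.32, adjusted p = 3.38e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from a log2 fold change of -0.91 at T30. This call was lost without control replicate 1 or 3 or SDS replicate 2 of T60. The effect on glpK (B0D71_19855) rose by 1.64 (standard error 0.32, adjusted p = 0.00388 from the same edgeR test) and that on acpP (B0D71_24405) by 1.18 (standard error 0.34, adjusted p = 0.128 from the same edgeR test), and neither passed. For B0D71_10300 the change was 0.01 (standard error 0.39, adjusted p = 0.996 from the same edgeR test), and for B0D71_21630 it was -1.48 (standard error 0.58, adjusted p = 0.414 from the same edgeR test). With the SDS and control libraries of T60 exchanged, a comparison chosen after the values were seen, the change was -0.47 for glpD (standard error 0.32, adjusted p = 0.408 from the same edgeR test), and it did not pass. It was -1.41 for glpK and -1.70 for acpP, which did not pass, 4.11 for B0D71_10300, which passed, and 2.52 for B0D71_21630, which did not.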

As the second response to the SDS, the metabolism of the AP3_22^T^ strain shifted from lipid biosynthesis to the lipid catabolism with the onset of SDS degradation. Similar changes in expression levels of genes with assigned function connected with lipid catabolism were observed for the *P. aeruginosa* PAO1 using the microarray assay (Klebensberger et al., 2009; Panasia and Philipp, 2018). However, hardly none of present homologs of differentially expressed genes from *P. aeruginosa* PAO1, were significantly changed in AP3_22^T^ strain (data not shown). It suggests that either the regulation of these genes differs between these two strains or that other genes with similar functions could be involved in the SDS degradation in AP3_22^T^. At the end of the experiment, where the detergent was almost fully degraded, and nutrient limitation likely began, the AP3_22^T^ strain shifted its metabolism once again and presumably entered the stationary phase. 

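In the control cultures the mean CPM of the alkylsulfatase gene B0D71_15760 was above that of 17.1% of the tested genes at T5, 18.4% at T30, 9.03% at T60 and 37.2% at T150, the gene itself included. It was at 65.4 ± 7.25, 65.3 ± 18.2, 49.5 ± 16.1 and 97.4 ± 17.8 CPM in the controls and at 55.8 ± 23.0, 90.4 ± 51.4, 47.6 ± 12.4 and 84.7 ± 44.2 CPM with SDS at these time points (n = 3 each).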

Interestingly, genes encoding potential sulfatases from the AP3_22^T^ genome were never significantly regulated, which corresponds with our previous results (Furmanczyk et al., 2017c), suggesting that alkylsulfatase from this strain is constitutively expressed. Also the *laoABCR* homologous gene cluster (B0D71_16575-B0D71_16590), coding a system for the oxidation of long-chain alcohols in *P. aeruginosa* PAO1, was identified in AP3_22^T^ but not differentially expressed during the tested conditions.

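The 4 loci lie side by side on contig 5 from 32474 to 36983. B0D71_16575 had 5 to 16 counts per library and log2 fold changes of -0.13 to 0.43 at the 4 time points, and passed at none. Its SDS libraries were all above the control libraries in CPM at T30 only. In B0D71_16580 every SDS library was above every control library at each time point, with log2 fold changes of 0.87 (standard error 0.28), 0.83 (standard error 0.29), 1.69 (standard error 0.31) and 1.10 (standard error 0.29) at T5, T30, T60 and T150. At T60 it was at 318 ± 71.4 CPM with SDS and 97.1 ± 16.5 CPM without (n = 3 each) and passed, with an adjusted p of 5.23e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. This call was lost whichever library was left out and in all 3 DESeq2 settings, and the adjusted p ranged from 9.71e-07 to 2.39e-04 over the 9 alternative settings. At T5, T30 and T150 its adjusted p was 0.0607, 0.101 and 0.00314 from the same edgeR test. Each of these tests covers 1 time point, and the rise of B0D71_16580 common to the 4 time points was not tested as a whole. B0D71_16585 had 0 to 7 counts per library and was removed by the filter on low counts. B0D71_16590 had log2 fold changes of 0.17 to 0.62 and passed at no time point. Every SDS library was above every control library in it at T30, T60 and T150, but not at T5, and its adjusted p was 0.819, 0.273, 0.186 and 0.0759 at the 4 time points from the same edgeR test. Chance gives a separation in either direction for 10% of genes, and 20.8%, 24.1% and 27.1% of the tested genes had one at T30, T60 and T150. The libraries of T60 are taken as labelled. When adjusted over the list alone, 1 locus passed at T60 in the edgeR test, and none at another time point.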

### Alkylsulfatases – Enzymes Involved in SDS Desulfurization

Presence of functional alkylsulfatases in bacterial cells seems to be the most important feature for successful SDS desulfurylation and subsequent degradation. Known reports suggest that microorganisms degrading SDS could produce single (Hagelueken et al., 2006; Chaturvedi and Kumar, 2010, 2011; Jovcic et al., 2010) or multiple alkylsulfatases, for example *Pseudomonas* C12B produces five enzymes and *P. putida* FLA, six enzymes (Lillis et al., 1983). The two efficient SDS degraders from our previous report exhibit one or two bands with activity toward SDS on zymography gels (Furmanczyk et al., 2017c). Therefore, one of the main goal of this study was to investigate which of the sulfatases encoded by the AP3_16^T^ and AP3_22^T^ genomes are responsible for SDS desulfurylation and could be potentially used for development of biochemical tools to manage SDS in the environment. Detailed analysis of the genome sequences of these two *Pseudomonas* strains showed that they encode several sulfatases (6 for AP3_22^T^ and 15 or more for AP3_16^T^), which could be involved in detergent metabolism. As mentioned above, sulfatases are very heterogeneous and are divided into three main groups. Members of two of them – the Fe(II) dependent dioxygenases (group II) and especially alkylsulfatases (group III) – are well known for SDS decomposition (Kahnert and Kertesz, 2000; Müller et al., 2004; Hagelueken et al., 2006; Long et al., 2011). According to our results, based on the conserved domain search of the proteins annotated as sulfatases, genomes of the detergent degraders characterized here encode sulfatases belonging only to the arylsulfatases (group I) or the alkylsulfatases (group III). Simple cloning of these genes into *E. coli* led to the identification of two strains with SDS degrading abilities carrying the enzymes affiliated with group III bacterial sulfatases, which strongly suggests the importance of alkylsulfatases in SDS metabolism. Detailed analysis of the proteins belonging to group III showed that all of the potential enzymes contain a signal sequence and three of four of the proteins possessing a set of domains typical for alkylsulfatases (the metallo-β-lactamase like domain, SCP-2-like domain and alkyl sulfatase dimerization domain) (Hagelueken et al., 2006; Long et al., 2011). The fourth protein (CD175_30230) lacks the SCP-2-like domain, which is postulated to be involved in substrate binding (Hagelueken et al., 2006). Experimental verification confirmed the functionality of the three enzymes (containing all of the three domains) in *E. coli* – two encoded in the AP3_16^T^ genome (SdsAP2, SdsAP3) and one originating from AP3_22^T^ genome (SdsAP1). However, the CD175_30230 protein presented no activity toward SDS while expressed in *E. coli*. This strongly emphasizes the important role of the SCP-2-like domain during recruiting especially long aliphatic substrates like SDS, for sulfate ester bond cleavage. The strains harboring the functional alkylsulfatases differ significantly in their ability for SDS degradation. This may be a result of divergent enzymatic activity but also the level of protein expression or incorrect protein folding. Further problems with optimization of CD175_30230 expression confirmed these observations.

The two purified and characterized here proteins, SdsAP1 and SdsAP2, share high amino acid identity (93%) and according to the phylogenetic analysis, show the closest similarity to the Pisa1 protein – a stereoselective inverting alkylsulfatase with activity preference toward secondary sulfate esters (Schober et al., 2011). The Pisa1 was identified in *Pseudomonas* sp. DSM 6611 isolated from soil for its ability to degrade halogenated aromatic compounds (Oltmanns et al., 1989).

Nevertheless, concerning the properties of the recombinant SdsAP1 and SdsAP2, they show high similarity to SdsAP, a thermostable alkylsulfatase from *Pseudomonas* sp. S9 (Long et al., 2011). This enzyme presents maximum activity at pH 9.0 and 70°C, similar to SdsAP1 (pH 8.0 and 70°C) and SdsAP2 (pH 8.0 and 60°C). However, the enzymes described here were less stable in elevated temperatures than SdsAP. Moreover, enzymatic activities differ in the presence of various ions in the reaction buffer. Activity of SdsAP1 and SdsAP2 sulfatases increased in presence of K^+^, Mg^2+^ and low concentrations (10 mM) of Ca^2+^ and Na^+^. However, 100 mM of the latter two elements inhibited activity of the analyzed enzymes. In contrast, as shown by Long et al. (2011) these additives did not have a significant impact on the activity of SdsAP. Also Mn^2+^ had the opposite effect on the characterized sulfatases and SdsAP (Long et al., 2011). All of the enzymes, including the SdsAP, were inhibited by the Cu^2+^ and EDTA. The effect caused by the chelator suggests that similar to SdsAP, SdsAP1 and SdsAP2 could require metal ions as cofactors for catalysis.

## Conclusion

In this study, we characterized two efficient SDS degrading strains isolated from a peaty soil from biological wastewater treatment plant. These microorganisms, named AP3_16 and AP3_22, belonging to the *P. jessenii* subgroup, represent previously identified efficient surfactant SDS degraders differing in the resistance toward SDS and their enzymatic apparatus involved in detergent desulfurization. A comparison of genome sequences of these isolates and the GO enrichment analysis showed that the genomes of SDS-degraders encode more genes connected with biosynthesis of bacterial cell walls and alkanesulfonate monooxygenase activity than their closest relatives from *Pseudomonas*. This could be an adaptation to living in an environment exposed to detergents. The transcriptomic analysis of the response of *P. laurylsulfatovorans* AP3_22^T^ to detergent also supports this hypothesis. Furthermore, we identify three novel enzymes with activity toward SDS belonging to the third class of sulfatases. Purification and preliminary description of the two most promising recombinant proteins shed light on the SDS desulfurization process and enlarge the portfolio of potentially useful biotools for environment bioremediation. However, during future alkylsulfatase characterization, including substrate specificity, it would be helpful to better understand the enzymatic reaction catalyzed by the third group of bacterial sulfatases.

### Description of *P. laurylsulfatophila* sp. nov.

*Pseudomonas laurylsulfatophila* sp. nov. [lau.ryl.sul.fa.to’phi.la N.L. n. laurylsulfatas, lauryl sulfate; N.L. fem. adj. phila (from Gr. adj. philos), friendly to, loving; N.L. fem. adj. laurylsulfatophila, lauryl sulfate-loving].

Cells are Gram-negative, approximately 0.6 × 1.9 μm in size, motile by a single polar flagellum. Colonies are smooth, round and milky on Lysogeny Broth (LB) agar. Cells produce a fluorescent pigment on King B medium. Catalase- and oxidase-positive but urease, arginine dehydrolase and β-galactosidase negative. They do not reduce nitrates and do not hydrolyze esculin and gelatin. Indole is not produced and there is no glucose fermentation. *P. laurylsulfatophila* can grow at the temperature ranging from 8 to 42°C but not at 4°C. Optimum pH for growth was pH 7.0, however, the strain was able to grow in pH ranging from 5 to 10. Moreover, strain has the ability to grow in media supplemented with up to 7% NaCl but not at higher salinity. Analysis performed using Biolog System GENIII plate test indicated that the strain has the ability to oxidize variety of substrates: dextrin, sucrose, *N*-acetyl-D-glucosamine, A-D-glucose, D-mannose, D-fructose, D-galactose, D-fucose, L-fucose, D-mannitol, D-arabitol, glycerol, D-fructose-6-PO_4_, D-serine, L-alanine, L-arginine, L-aspartic acid, L-glutamic acid, L-histidine, L-pyroglutamic acid, L-serine, pectin, D-galacturonic acid, L-galacturonic acid lactone, D-gluconic acid, D-glucuronic acid, glucuronamide, mucic acid, quinic acid, D-saccharic acid, methyl pyruvate, L-lactic acid, citric acid, α -keto-glutaric acid, D-malic acid, L-malic acid, bromo-succinic acid, Tween 40, Γ-amino-butyric acid, α-hydroxy-butyric acid, β -hydroxy-D, L-butyric acid, α -keto-butyric acid, acetoacetic acid, propionic acid, acetic acid, formic acid. Other organic substrates included in Biolog GENIII microplates are not oxidized. The *P. laurylsulfatophila* sp. nov. can use sodium dodecyl sulfate as a sole carbon source. The test using API20 NE strip shows that the strain assimilate: D-glucose, D-mannose, D-mannitol, *N*-acetyl-glucosamine, potassium gluconate, capric acid, malic acid, trisodium citrate and phenylacetic acid and do not assimilate d-maltose and adipic acid. The G + C content of the DNA of AP3_16^T^ is 60.1 mol%. The type strain is AP3_16^T^ (=DSM 105097^T^ = PCM 2903^T^). Digital Protologue Taxonumber: TA00573.

## Author Contributions

AS and LL conceived and directed the studies. EF performed the bacterial phenotype analysis, DNA and RNA isolation, DNA and RNA libraries preparation, all bioinformatics analysis, protein overexpression, and purification and enzymatic assays. EF wrote the manuscript, consulted and corrected by AS, LL, and AD. LL and AD provided the funding for this work. All authors read and approved the final manuscript.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Genomic and Functional Characterization of Environmental Strains of SDS-Degrading Pseudomonas spp., Providing a Source of New Sulfatases
**Source:** Front Microbiol. 2018 Aug 17;9:1795. doi: 10.3389/fmicb.2018.01795
**Supplement:** Supplementary file 1

*Supporting Information for*

Genomic and functional characterization of environmental strains of SDS-degrading *Pseudomonas* spp., providing a source of new sulfatases

**Ewa M. Furmanczyk^1^, Leszek Lipinski^1^, Andrzej Dziembowski^1,2^, Adam Sobczak^1,2^***

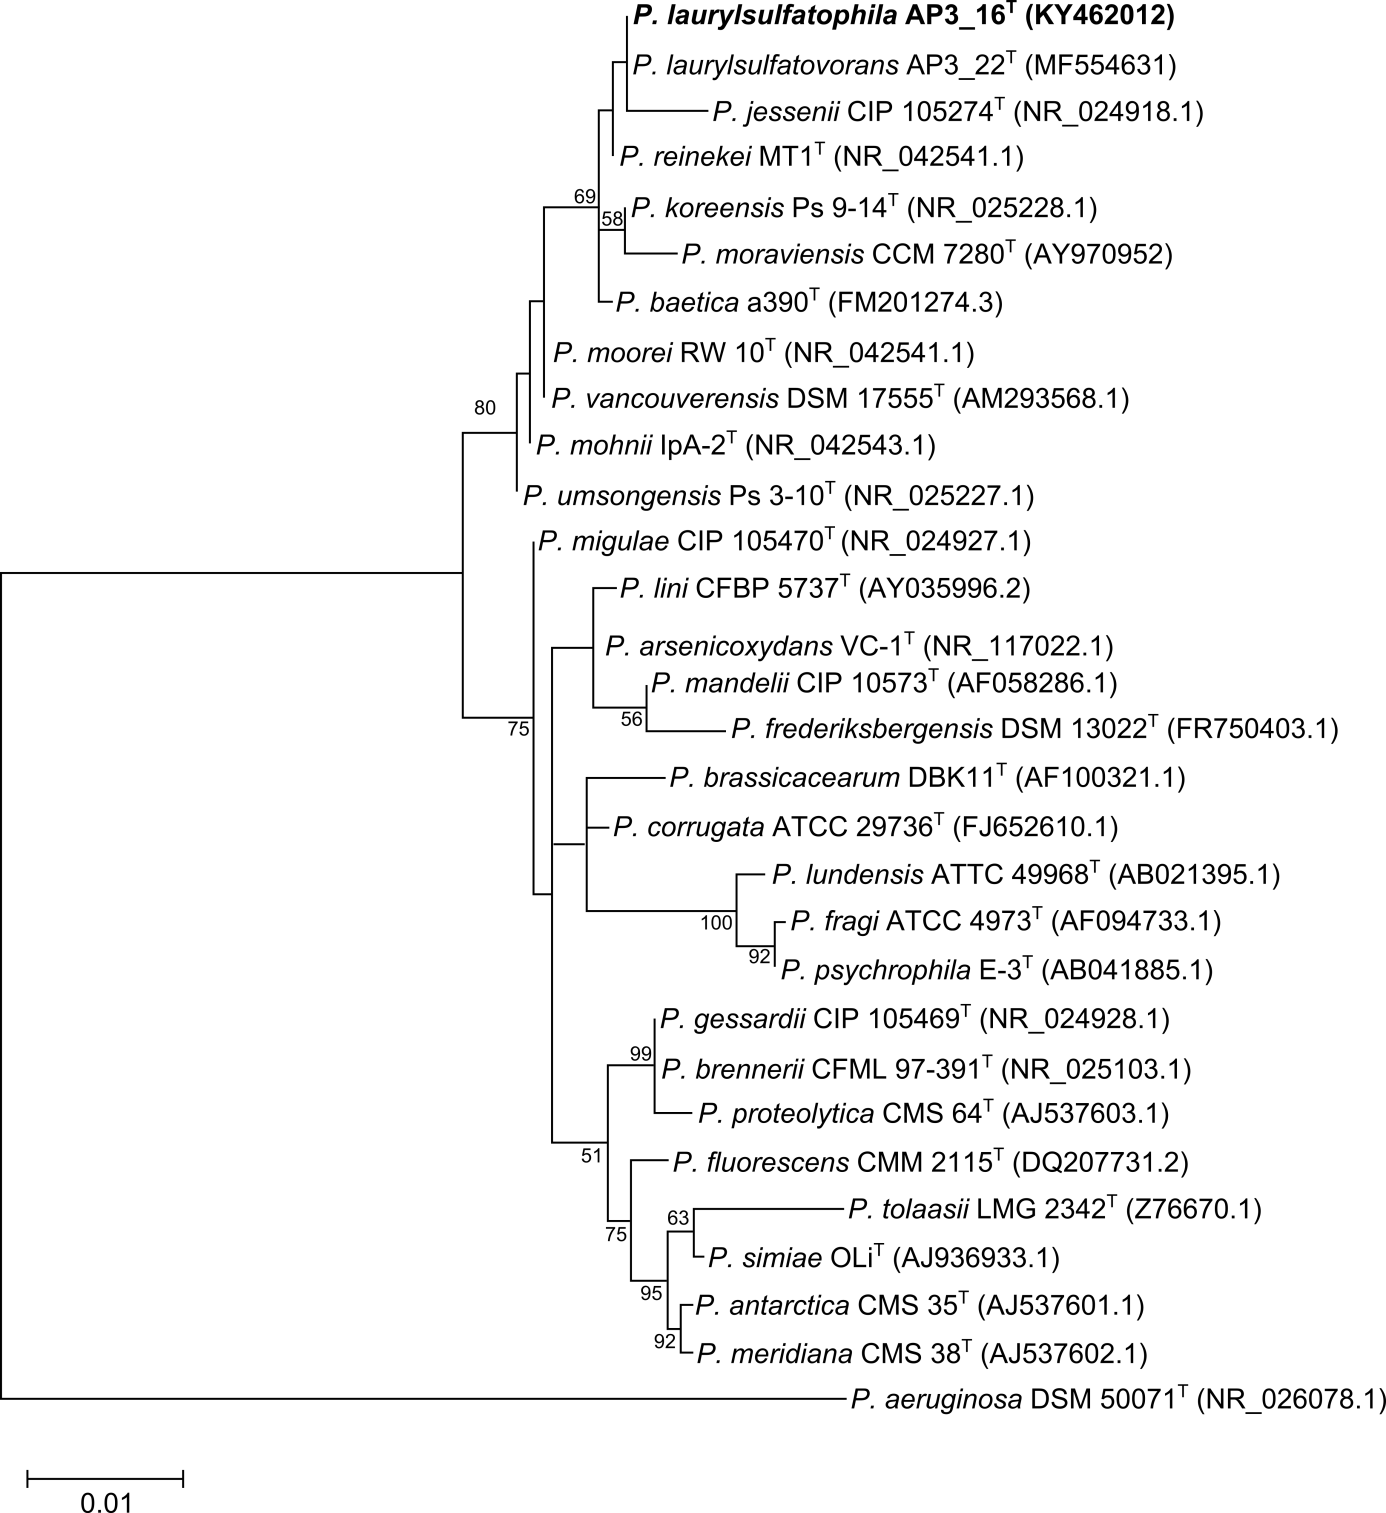

**Figure S1.** Phylogeny of type strains closely related to *Pseudomonas laurylsulfatophila* AP3_16^T^ strain (in bold) based on 16S rRNA gene sequence. All positions containing gaps or missing data were eliminated, which resulted in a 1,297 bp sequence in the final dataset. Bootstrap values are represented at the branching points (only values >50% are shown). The bar represents 0.01 substitutions per site. Accession numbers of sequences used in this analysis are in parentheses.

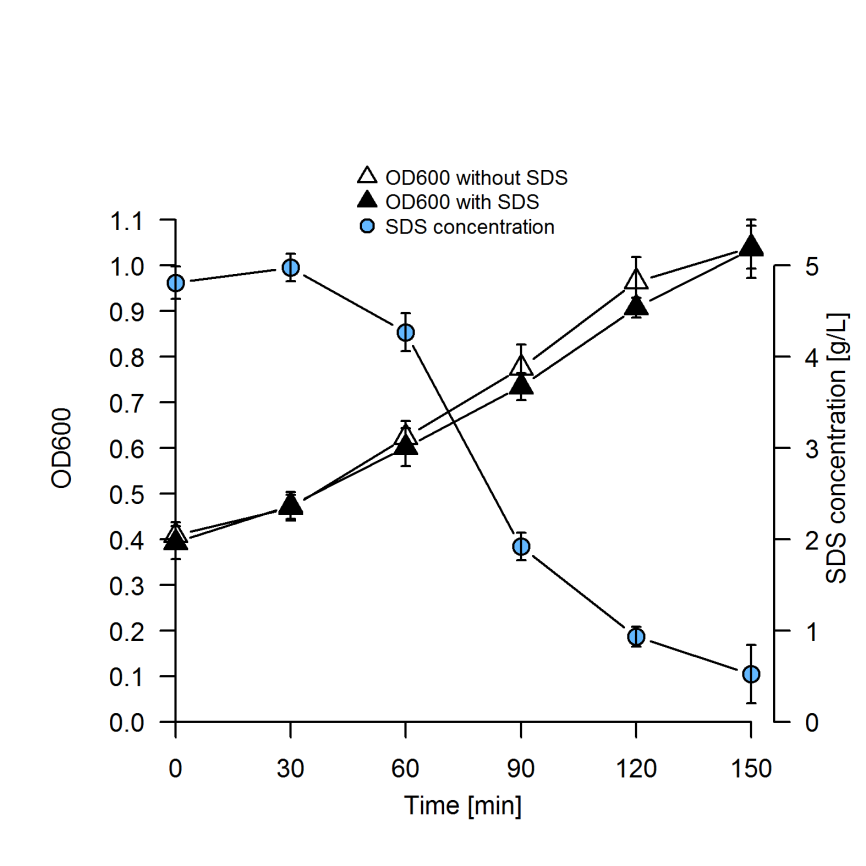

**Figure S2**. Growth rate and SDS degradation degree during the RNA-seq experiment. *P. laurylsulfatovorans* AP3_22^T^ strain was cultured in 0.1 LB medium with 5 g/L SDS (or without detergent as a control). The optical density of the cultures (illustrated as white and black triangles) and the SDS concentration (blue circles) were measured every 30 minutes. The values are means of three replicates and the error bars indicate the standard deviations.

**
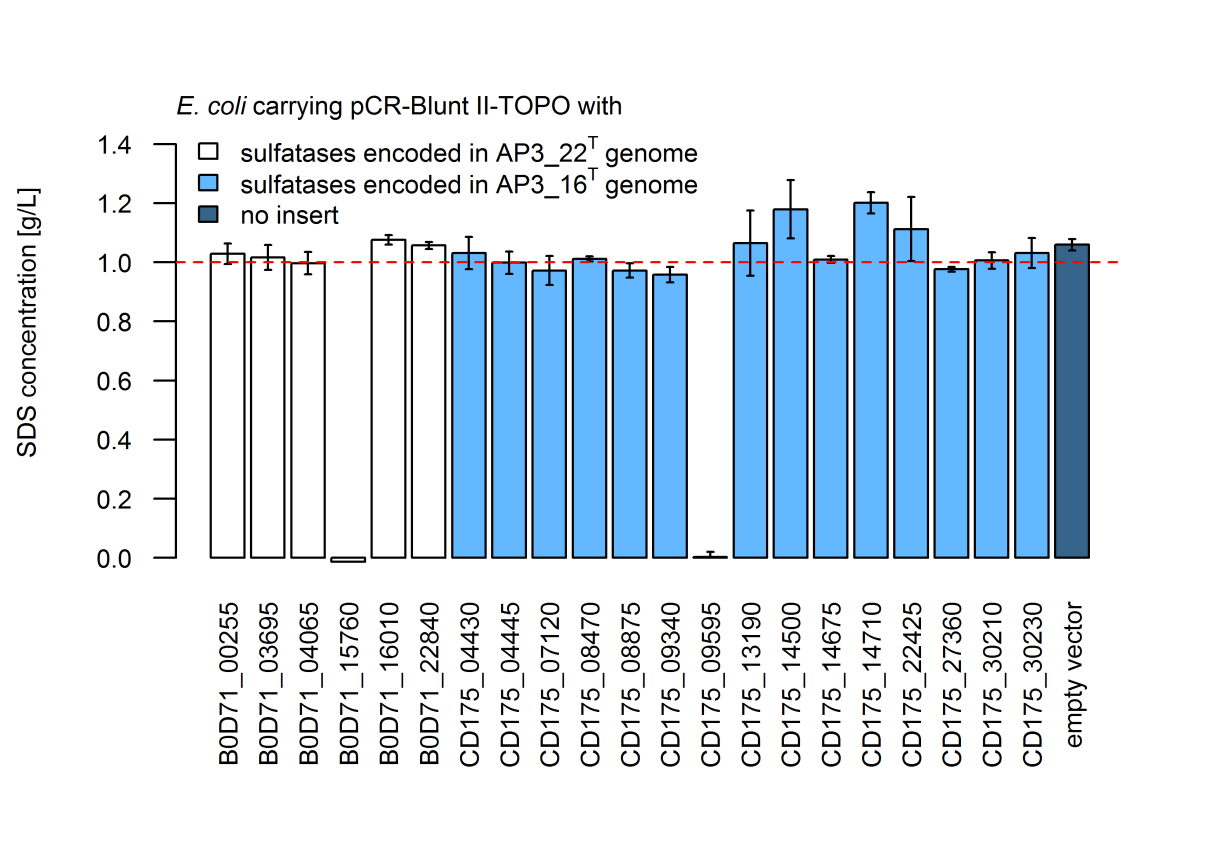
**

**Figure S3**. Comparison of degradation capabilities of *E. coli* TOP10 carrying pCR-Blunt-II TOPO vectors derives with different genome fragments coding the potential alkylsulfatases. The strains were cultured in LB medium with 0.1% SDS. The detergent concentration was verified with colorimetric assay after 24 hours of incubation. Strain carrying empty vector was used as a control. The values are means of the three replicates, and the error bars indicate the standard deviations. The dotted line represents the SDS concentration at the beginning of the experiment.

**
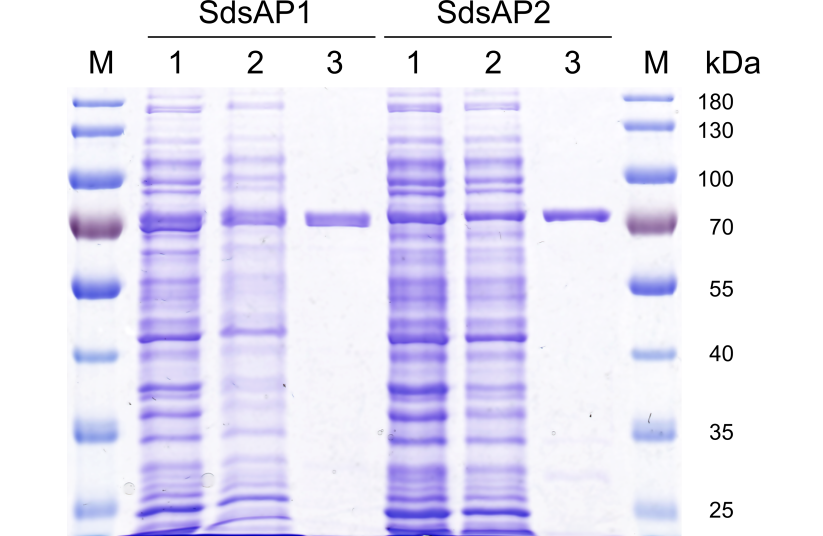
**

**Figure S4.** SDS-PAGE analysis of recombinant SdsAP1 and SdsAP2 proteins. M - molecular mass marker, lanes: 1, total protein extracts from cells induced with 0.5 mM IPTG; 2, soluble fractions after bacteria disruption; 3, purified proteins eluted from Protino Ni-IDA.

**Table S1.** Accession numbers of the sequences of different *Pseudomonas* spp. strains used in the MLSA phylogenetic analysis.

| **Species** | **Gene name** | **Accession number** | **Strain designation** | **Species** | **Gene name** | **Accession number** | **Strain designation** | **Species** | **Gene name** | **Accession number** | **Strain designation** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| *P. jessenii* | 16S rRNA | AF068259.1 | CIP 105274^T^ | *P. lini* | 16S rRNA | AY035996.2 | CFBP 5737^T^ | *P. fluorescens* | 16S rRNA | DQ207731.2 | CCM 2115^T^ |
|  | *gyrB* | AM293562.1 | DSM 17150^T^ |  | *gyrB* | FN554196.1 | CIP 107460^T^ |  | *gyrB* | D86016.1 | IAM 12022^T^ |
|  | *rpoB* | AJ717447.1 | CIP 105274^T^ |  | *rpoB* | AJ717466.1 | CIP 107460^T^ |  | *rpoB* | AJ717451.1 | CIP 69.13^T^ |
|  | *rpoD* | FN554473.1 | CIP 105274^T^ |  | *rpoD* | FN554478.1 | CIP 107460^T^ |  | *rpoD* | D86033.1 | IAM 12022^T^ |
| *P. moorei* | 16S rRNA | AM293566.1 | RW 10^T^ | *P. mandelii* | 16S rRNA | AF058286.1 | CIP 105273^T^ | *P. tolaasii* | 16S rRNA | Z76670.1 | LMG 2342^T^ |
|  | *gyrB* | AM293560.1 | RW 10^T^ |  | *gyrB* | FN554199.1 | LMG 21607^T^ |  | *gyrB* | AB039423.1 | NCPPB 2192^T^ |
|  | *rpoB* | FN554742.1 | CCUG 53114^T^ |  | *rpoB* | AJ717435.1 | CIP 105273^T^ |  | *rpoB* | AJ717467.1 | LMG 2342^T^ |
|  | *rpoD* | FN678363.1 | DSM 12647^T^ |  | *rpoD* | FN554482.1 | LMG 21607^T^ |  | *rpoD* | AB039561.1 | NCPPB 2192^T^ |
| *P. mohnii* | 16S rRNA | AM293567.1 | IpA-2^T^ | *P. arsenicoxydans* | 16S rRNA | FN645213.1 | VC-1^T^ | *P. simae* | 16S rRNA | AJ936933.1 | OLi^T^ |
|  | *gyrB* | AM293561.1 | IpA-2^T^ |  | *gyrB* | HE800469.1 | CECT 7543^T^ |  | *gyrB* | FN554227.1 | CCUG 50988^T^ |
|  | *rpoB* | FN554741.1 | CCUG 53115^T^ |  | *rpoB* | HE800503.1 | CECT 7543^T^ |  | *rpoB* | FN554757.1 | CCUG 50988^T^ |
|  | *rpoD* | FN554487.1 | CCUG 53115^T^ |  | *rpoD* | HE800488.1 | CECT 7543^T^ |  | *rpoD* | FN554513.1 | CCUG 50988^T^ |
| *P. vancouverensis* | 16S rRNA | AM293568.1 | DSM 17555^T^ | *P. frederiksbergensis* | 16S rRNA | FR750403.1 | DSM 13022^T^ | *P. antarctica* | 16S rRNA | AJ537601.1 | CMS 35^T^ |
|  | *gyrB* | AM293558.1 | DSM 17555^T^ |  | *gyrB* | AM084676.1 | DSM 13022^T^ |  | *gyrB* | FN554169.1 | LMG 22709^T^ |
|  | *rpoB* | AJ717473.1 | CIP 106707^T^ |  | *rpoB* | AJ717465.1 | CIP 106887^T^ |  | *rpoB* | FN554727.1 | LMG 22709^T^ |
|  | *rpoD* | FN554517.1 | ATCC 700688^T^ |  | *rpoD* | AM084335.2 | DSM 13022^T^ |  | *rpoD* | FN554450.1 | LMG 22709^T^ |
| *P. umsongensis* | 16S rRNA | AF468450.1 | Ps 3-10^T^ | *P. aeruginosa* | 16S rRNA | HE978271.1 | DSM 50071^T^ | *P. meridiana* | 16S rRNA | AJ537602.1 | CMS 38^T^ |
|  | *gyrB* | AM293564.1 | DSM 16611^T^ |  | *gyrB* | AJ633104.1 | CCM 1960^T^ |  | *gyrB* | FN554203.1 | CIP 108465^T^ |
|  | *rpoB* | FN554763.1 | LMG 21317^T^ |  | *rpoB* | AJ717442.1 | LMG 1242^T^ |  | *rpoB* | FN554740.1 | CIP 108465^T^ |
|  | *rpoD* | FN554516.1 | LMG 21317^T^ |  | *rpoD* | AJ633568.1 | CCM 1960^T^ |  | *rpoD* | FN554485.1 | CIP 108465^T^ |
| *P. reinekei* | 16S rRNA | AM293565.1 | MT1^T^ | *P. gessardii* | 16S rRNA | AF074384.1 | CIP 105469^T^ | *P. lundensis* | 16S rRNA | AB021395.1 | ATCC 49968^T^ |
|  | *gyrB* | AM293559.1 | MT1^T^ |  | *gyrB* | FN554186.1 | CIP 105469^T^ |  | *gyrB* | FN554197.1 | LMG 13517^T^ |
|  | *rpoB* | FN554754.1 | CCUG 53116^T^ |  | *rpoB* | AJ717438.1 | CIP 105469^T^ |  | *rpoB* | AJ717428.1 | CIP 103272^T^ |
|  | *rpoD* | FN678362.1 | DSM 18361^T^ |  | *rpoD* | FN554468.1 | CIP 105469^T^ |  | *rpoD* | FN554479.1 | LMG 13517^T^ |
| *P. koreensis* | 16S rRNA | KU041145.1 | Ps 9-14^T^ | *P. brennerii* | 16S rRNA | AF268968.1 | CFML 97-391^T^ | *P. fragi* | 16S rRNA | AF094733.1 | ATCC 4973^T^ |
|  | *gyrB* | AM293563.1 | DSM 16610^T^ |  | *gyrB* | FN554176.1 | DSM 15294^T^ |  | *gyrB* | DQ887266.1 | ATCC 4973^T^ |
|  | *rpoB* | FN554737.1 | LMG 21318^T^ |  | *rpoB* | AJ717482.1 | CIP 106646^T^ |  | *rpoB* | AJ717444.1 | LMG 2191^T^ |
|  | *rpoD* | FN554476.1 | LMG 21318^T^ |  | *rpoD* | FN554457.1 | DSM 15294^T^ |  | *rpoD* | FN554466.1 | ATCC 4973^T^ |
| *P. moraviensis* | 16S rRNA | AY970952.1 | CCM 7280^T^ | *P. proteolytica* | 16S rRNA | AJ537603.1 | CSM 64T | *P. psychrophila* | 16S rRNA | AB041885.1 | E-3^T^ |
|  | *gyrB* | FN554206.1 | DSM 16007^T^ |  | *gyrB* | FN554220.1 | CIP 108464^T^ |  | *gyrB* | FN554221.1 | DSM 17535^T^ |
|  | *rpoB* | FN554743.1 | DSM 16007^T^ |  | *rpoB* | FN554752.1 | CIP 108464^T^ |  | *rpoB* | AJ717464.1 | CIP 107901^T^ |
|  | *rpoD* | FN554490.1 | DSM 16007 |  | *rpoD* | FN554505.1 | CIP 108464^T^ |  | *rpoD* | FN554506.1 | DSM 17535^T^ |
| *P. baetica* | 16S rRNA | FM201274.3 | a390^T^ | *P. brassicacearum* | 16S rRNA | AF100321.1 | DBK11^T^ | *P. corrugata* | 16S rRNA | D84012.1 | ATCC 29736^T^ |
|  | *gyrB* | FM201278.1 | a390^T^ |  | *gyrB* | AM084675.1 | CFBP 11706^T^ |  | *gyrB* | AB039460.1 | NCPPB 2445^T^ |
|  | *rpoB* | HE800504.1 | CECT 7720^T^ |  | *rpoB* | AJ717436.1 | CIP 107059^T^ |  | *rpoB* | AJ717487.1 | LMG 2172^T^ |
|  | *rpoD* | FN678357.1 | a390^T^ |  | *rpoD* | AM084334.1 | CFBP 11706^T^ |  | *rpoD* | AB039566.1 | NCPPB 2445^T^ |
| *P. migulae* | 16S rRNA | AF074383.1 | CIP 105470^T^ | P. laurylsulfatovorans | 16S rRNA | MF554631 | AP3_22^T^ | *P. lurylsulfatophila* AP3_16^T^ | 16S rRNA | KY462012 | |
|  | *gyrB* | FN554204.1 | CCUG 43165^T^ |  | *gyrB* | MF673736 | AP3_22^T^ |  | *gyrB* | Sequences received from the draft genome sequence -accession number - NIRS00000000 | |
|  | *rpoB* | AJ717446.1 | CIP 105470^T^ |  | *rpoB* | MF673733 | AP3_22^T^ |  | *rpoB* |  |  |
|  | *rpoD* | FN554486.1 | CCUG 43165^T^ |  | *rpoD* | MF673738 | AP3_22^T^ |  | *rpoD* |  |  |

**Table S2.** Primers used in the study and the detailed PCR conditions.

**Table S3.** Physiological and biochemical characteristic of *P. laurylsulfatophila* AP3_16^T^ and the other closest *Pseudomonas* type strains. The strains were tested using Biolog GEN III Microplate, API20 NE strips and other tests characterized in the Materials and Methods section.

Lanes: 1, *P. laurylsulfatophila* AP3_16^T^; 2, *P. laurylsulfatovorans* AP3_22^T^; 3, *P. jessenii* CIP 105724^T^; 4, *P. umsongensis* DSM 16611^T^; 5, *P. vancouverensis*  DSM 17555^T^. +, positive; -, negative.

**Table S4**. Cellular fatty acid composition (%) derived from FAME analysis of *P. laurylsulfatophila* AP3_16^T^ and the type strains of closely related *Pseudomonas* species. All strains were tested in the same culture conditions described in the Materials and Methods section.

| **Fatty acid** | **1** | **2** | **3** | **4** | **5** | **6** | **7** |
| --- | --- | --- | --- | --- | --- | --- | --- |
| C_10:0 3-OH_ | 4.02 | 3.89 | 3.59 | 4.09 | 4.53 | 5.19 | 5.53 |
| C_12:0_ | 3.17 | 4.09 | 4.52 | 1.19 | 3.45 | 3.60 | 3.41 |
| C_12:0 2-OH_ | 4.07 | 3.17 | 2.68 | 5.51 | 3.97 | 3.38 | 4.13 |
| C_12:0_ _3-OH_ | 4.63 | 4.22 | 3.91 | 4.34 | 4.72 | 6.20 | 5.40 |
| C_12:1_ _3-OH_ | 0.27 | 0.26 | 0.23 | – | 0.28 | 1.86 | 1.22 |
| C_16:0_ | 31.67 | 31.55 | 33.77 | 32.74 | 31.13 | 28.33 | 31.09 |
| C_17:0 cyclo_ | 1.26 | 1.31 | 0.75 | 1.52 | 3.54 | 2.71 | 14.46 |
| C_18:1 ω7c_ | 11.42 | 11.22 | 10.56 | 12.52 | 11.89 | 11.88 | 10.20 |
| Summed feature 2^*^ | 0.14 | 0.13 | 0.09 | – | – | 1.31 | 0.56 |
| Summed feature 3^**^ | 38.13 | 38.81 | 38.59 | 37.05 | 35.32 | 32.63 | 21.82 |

Lanes: 1, *P. laurylsulfatophila* AP3_16^T^; 2, *P. laurylsulfatovorans* AP3_22^T^; 3, *P. jessenii* DSM 17150^T^; 4, *P. baetica* DSM 26532^T^; 5, *P. reinekei* DSM 18361^T^ ; 6, *P. umsongensis* DSM 16611^T^; 7, *P. vancouverensis* DSM 17555^T^.

^*^- contains an unidentified fatty acid with an equivalent chain-length of 10.928 and/or C_12:0 ALDE_

^**^- contains a mixture of C_16:1 ω7c_ and/or C_15:0 iso 2OH_

Only results with amounts higher than 1% for at least one strain are presented.

**Table S5.** Comparison of gene counts associated with the general COGs (Clusters of Orthologous Groups) functional categories for the five compared genomes. Association of genes to COG categories for each genome was done using COGNIZER software.

| **Code** | **Description** | **1** | | **2** | | **3** | | **4** | | **5** | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **Value** | **%age** | **Value** | **%age** | **Value** | **%age** | **Value** | **%age** | **Value** | **%age** |
| A | RNA processing and modification | 1 | 0.02 | 1 | 0.02 | 1 | 0.02 | 1 | 0.02 | 1 | 0.02 |
| B | Chromatin structure and dynamics | 8 | 0.13 | 8 | 0.13 | 6 | 0.10 | 4 | 0.07 | 6 | 0.1 |
| C | Energy production and conversion | 633 | 10.42 | 634 | 10.36 | 625 | 10.38 | 686 | 11.8 | 620 | 10.46 |
| D | Cell cycle control, cell division, chromosome partitioning | 60 | 0.99 | 55 | 0.90 | 59 | 0.98 | 49 | 0.84 | 56 | 0.94 |
| E | Amino acid transport and metabolism | 1198 | 19.72 | 1230 | 20.10 | 1175 | 19.52 | 1198 | 20.61 | 1211 | 20.43 |
| F | Nucleotide transport and metabolism | 170 | 2.8 | 181 | 2.96 | 165 | 2.74 | 167 | 2.87 | 185 | 3.12 |
| G | Carbohydrate transport and metabolism | 456 | 7.51 | 510 | 8.34 | 496 | 8.24 | 514 | 8.84 | 439 | 7.4 |
| H | Coenzyme transport and metabolism | 290 | 4.77 | 282 | 4.61 | 280 | 4.65 | 296 | 5.09 | 278 | 4.69 |
| I | Lipid transport and metabolism | 452 | 7.44 | 446 | 7.29 | 426 | 7.08 | 532 | 9.15 | 437 | 7.37 |
| J | Translation, ribosomal structure and biogenesis | 286 | 4.71 | 284 | 4.64 | 277 | 4.60 | 285 | 4.9 | 285 | 4.81 |
| K | Transcription | 800 | 13.17 | 759 | 12.41 | 783 | 13.01 | 749 | 12.88 | 762 | 12.85 |
| L | Replication, recombination and repair | 373 | 6.14 | 380 | 6.21 | 333 | 5.53 | 360 | 6.19 | 329 | 5.55 |
| M | Cell wall/membrane/envelope biogenesis | 545 | 8.97 | 478 | 7.81 | 526 | 8.74 | 460 | 7.91 | 535 | 9.02 |
| N | Cell motility | 207 | 3.41 | 213 | 3.48 | 202 | 3.36 | 215 | 3.7 | 218 | 3.68 |
| O | Posttranslational modification, protein turnover, chaperones | 278 | 4.58 | 284 | 4.64 | 275 | 4.57 | 282 | 4.85 | 279 | 4.71 |
| P | Inorganic ion transport and metabolism | 657 | 10.82 | 674 | 11.02 | 619 | 10.29 | 635 | 10.92 | 684 | 11.54 |
| Q | Secondary metabolites biosynthesis, transport and catabolism | 371 | 6.11 | 397 | 6.49 | 364 | 6.05 | 401 | 6.9 | 337 | 5.68 |
| R | General function prediction only | 1157 | 19.05 | 1199 | 19.60 | 1192 | 19.80 | 1265 | 21.76 | 1172 | 19.77 |
| S | Function unknown | 589 | 9.7 | 630 | 10.30 | 611 | 10.15 | 647 | 11.13 | 589 | 9.93 |
| T | Signal transduction mechanisms | 649 | 10.68 | 629 | 10.28 | 598 | 9.94 | 666 | 11.46 | 650 | 10.96 |
| U | Intracellular trafficking, secretion, and vesicular transport | 197 | 3.24 | 180 | 2.94 | 188 | 3.12 | 195 | 3.35 | 229 | 3.86 |
| V | Defense mechanisms | 164 | 2.7 | 145 | 2.37 | 167 | 2.77 | 142 | 2.44 | 163 | 2.75 |
| - | Not in COG | 1283 | 21.12 | 1324 | 21.64 | 1309 | 21.75 | 1023 | 17.6 | 1199 | 20.22 |

Lanes: 1,*P. laurylsulfatophila* AP3_16^T^; 2, *P. laurylsulfatovorans* AP3_22^T^; 3, *P. jessenii* CIP 105724^T^; 4, *P. umsongensis* DSM 16611^T^; 5, *P. vancouverensis* DSM 17555^T^

**Table S6.** Statistically significant up and down regulated genes during *P. laurylsulfatovorans* AP3_22^T^ exposure to sodium dodecyl sulfate.

How the deposited data were processed for this re-analysis (not part of the article)

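RNA was measured in cultures of the AP3_22 strain with 5 g/L of SDS and in controls without it, at 5, 30, 60 and 150 min, with 3 libraries per group and 24 in all. The first time point is 0 min in the sample labels. The groups and replicate numbers were taken from the labels, and the columns of the table were matched to them by time point, replicate number and letter. The letter S was read as SDS and K, the only other letter, as control. The authors deposited counts of reads per coding sequence, without normalization, for 5877 genes. According to the methods of the paper, the authors made these counts by removing adaptors and filtering reads with Cutadapt, removing 16S rRNA reads with SortMeRNA, mapping with Bowtie2 to the draft genome and counting with htseq-count. Tool versions, the strand setting and the handling of reads on overlapping genes are not given in the sources used here, so that genes that overlap, and antisense reads, are uncertain.

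The summary lines of htseq-count at the end of the table were left out of library sizes and tests. Of the reads of a library that the table accounts for, 84.1% to 95.4% were on no coding sequence, 0.0844% to 0.135% were ambiguous and 1.61% to 11.6% were of low mapping quality. Between 80142 and 188147 reads per library, with a median of 137722, were counted on genes, and B0D71_14720 alone took 5.91% of them. No replicate libraries held identical values, and the chi-square per gene between replicates was 1.16 to 3.74, so each library was counted as 1 replicate.

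Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were filtered with filterByExpr, which kept 4231 genes, and library sizes were scaled by TMM. All libraries entered one quasi-likelihood fit of 8 groups, because 3 libraries per group leave few degrees of freedom. The contrasts were SDS against control at each time point and the change of that difference between consecutive time points. Standard errors of log2 fold changes were taken from the information of the fit and its quasi-likelihood dispersion. P-values were adjusted by the Benjamini-Hochberg method over all tested genes, and the criterion was a log2 fold change above 1 in size with an adjusted p under 0.0001. The paper's text names DESeq2 but not its design. Named loci are every locus the text names at the time points where it names it, the sulfatase and laoABCR loci at every time point, and at each time point the 3 genes with the largest rise and the 3 with the largest fall among those past the criterion whose groups do not overlap. The locus written BD071_19845 in the paper was read as B0D71_19845 and B0D71_112865 as B0D71_12865. The rule was fixed with the paper's own values already read. betC was taken as a sulfatase from its symbol in the reference annotation, after the first fits had been run. Positions and symbols come from the assembly ASM290615v1, which gave 5734 of the loci and no product names or strands, and annotations of single loci come from Table S6.

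The alternatives were DESeq2 1.42.0 on all libraries, with and without a normal prior on fold changes, DESeq2 and edgeR on the 6 libraries of one time point, median-of-ratios and upper-quartile factors, library sizes without the 10 most abundant genes, every gene with at least 1 count, an adjusted p under 0.05, the replicate number as a block, each library left out in turn, and 2 other comparisons for the counts at T30, T60 and T150. Adjusted p-values that DESeq2 gave as missing were left out. The ribosomal protein genes were tested as a set with camera and fry of limma 3.58.1. Figures were drawn with matplotlib 3.10.9. Sets of genes by product name were planned and not run, as no product names for all genes were given. Sulfatase loci other than B0D71_15760 and betC were not analysed here.

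The tests were checked on simulated counts drawn from the means and sizes of the libraries, with 200 genes changed by known amounts. Of these genes, edgeR on all libraries, run on 4152 genes, recovered 76% at T5, 70% at T30, 70% at T60 and 59.5% at T150. DESeq2 on one time point alone recovered 60.5%, 46.5%, 47.5% and 37.5%, and ran on 5847, 5839, 5842 and 5837 genes. No unchanged gene was called in these runs. That result holds for the simulated counts only and does not exclude false calls in the real libraries. SDS replicate 3 of T150 gave a chi-square per gene of 2.49 and 3.74 against the other 2 SDS libraries of T150. At T150 edgeR passed 110 higher and 110 lower genes on all libraries, and 22 and 47 on those of T150 alone. At T5, T30 and T60 it passed fewer on all libraries than on those of the time point alone. The simulation does not decide between these. The changes of effect between time points were recovered for 52.3%, 46.9% and 40.1% of the genes changed.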

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

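The tests of a change in the SDS effect between time points were planned, and the tests of explanations for it, the comparison with Table S6, the exchange of the libraries of T60 and the splits of the libraries were chosen after the results were seen. Between consecutive time points the SDS effect changed past the criterion (a change above 1 on the log2 scale and an adjusted p under 0.0001 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 3 libraries per group, the libraries of T60 as labelled) for 5 genes from T5 to T30, 1 gene from T30 to T60 and 45 genes from T60 to T150. An unadjusted p under 0.05 was found for 452, 368 and 825 genes. The 5 genes from T5 to T30 all fell, and they are B0D71_10120 with a change of -3.19, B0D71_10145 with -3.79, B0D71_10300, glpD and B0D71_10135. Of these only B0D71_10145 passed in opposite directions at both time points, with log2 fold changes of 1.98 and -1.81. From T60 to T150 the effect rose for 28 genes and fell for 17, and B0D71_10120 and B0D71_25805 passed in opposite directions at T60 and T150. The effect on B0D71_10120 went from -2.76 to 1.54 and that on B0D71_25805 from -1.43 to 1.37. The numbers and directions that involve T60 hold only as labelled, since an exchange of the SDS and control libraries of T60 is left open. With these exchanged, 61 genes changed from T30 to T60 and 206 from T60 to T150, 0 and 22 of them also found as labelled, and 925 and 1272 had an unadjusted p under 0.05 in edgeR's test. The effects on B0D71_10120 and B0D71_25805 at T60 would then be 2.76 and 1.43, in the direction of T150, and the change of glpD from T30 to T60 -0.47, which did not pass. B0D71_10135, B0D71_10145 and B0D71_25805 are outside the rule for named genes and were chosen after their values were seen. Without 1 library the numbers were 4 to 7, 0 to 1 and 28 to 64. The gene from T30 to T60, glpD, was lost without control replicate 1 or 3 or SDS replicate 2 of T60. From T60 to T150 the fewest genes, 28, were found without SDS replicate 2 of T60, 30 without control replicate 2 of T60, and the most, 64, without SDS replicate 3 of T150.

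The tables argue against a few genes taking most of the counts as the cause of these changes. With the 10 most abundant genes left out, 5 of 5 genes, 1 of 1 and 43 of the 43 outside those 10 stayed past the criterion. They also argue against gene length, since with the trend of the fold change with coding length removed 5, 1 and 43 of the 5, 1 and 43 genes with a known length stayed over the fold change limit. In 60 splits of the libraries of both time points, the real one included, 1 split, the real one, gave as many genes from T5 to T30 and 1 from T60 to T150, and the others gave at most 3 and 44. By this share chance can be excluded only for the divisions of both time points jointly. The share does not by itself show a change between them, since an SDS effect at one time point alone could give many genes. The division of one time point was also varied with that of the other kept. With the real division of T60 kept, the 18 divisions of T150 that mix SDS and control libraries gave at most 2 genes against 45, and with that of T5 kept the mixed divisions of T30 gave at most 2 against 5. With the real division of T150 kept, the mixed divisions of T60 gave 15 to 44 genes (median 28), so that much of the number is found without the real groups of T60. With that of T30 kept, 1 of the 18 mixed divisions of T5 gave as many as the 5 genes. Exchanging all SDS and control libraries of either time point gave 33 genes from T5 to T30 and 206 from T60 to T150. As the exchanged division gives more genes than the real one, these few divisions of a single time point cannot by their share exclude chance. From T30 to T60, 3 of the 60 splits gave as many, so chance could be the source there. With every library drawn down to 80142 counts in 10 draws, 3 to 5 of the 5 genes and 20 to 28 of the 45 stayed past the criterion, and 3 and 10 did in every draw. This argues against a difference in library size for these, which are B0D71_10120, B0D71_10145 and glpD from T5 to T30. For the other 2 and 35 genes and for the 1 gene from T30 to T60, glpD, which was lost in 2 of the 10 draws, a difference in library size and an effect of the treatment cannot be told apart, because drawing counts also lowers the power of the test. Reads shared between similar genes were not tested. A change of the response with the time of exposure, the condition of the design, stays open as a hypothesis.

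Genes outside those the paper lists in Table S6 passed the criterion in the model of all libraries at every time point, 9, 10, 7 and 139 genes at T5, T30, T60 and T150 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At T5 they include the NUDIX hydrolase gene B0D71_26505 and gloA, and at T150 12 ribosomal protein genes. The median size of their log2 fold changes was 2.05, 1.90, 1.57 and 1.58. DESeq2 on all libraries passed 5, 2, 1 and 102 of them, and in edgeR's test with 1 library of any time point left out as few as 5 at T5 (without control replicate 2 of T5 or control replicate 3 of T5), 1 at T30 (without control replicate 1 of T30), 0 at T60 (without control replicate 3 of T60 or SDS replicate 2 of T60) and 51 at T150 (without SDS replicate 1 of T150) passed. At T60, 786 genes had an unadjusted p under 0.05 with all libraries. Every gene that DESeq2 passed on the libraries of one time point alone is in Table S6, whereas edgeR on those libraries passed 11, 26, 35 and 9 genes that are not. The tables argue against a few abundant genes taking most of the counts, as 9, 9, 7 and 136 genes stayed past the criterion without the 10 most abundant genes, out of 9, 10, 7 and 137 outside those 10. For gene length, 8, 10, 7 and 125 stayed over the fold change limit with the trend removed, of 8, 10, 7 and 134 with a known length. At equal depth 4 to 5, 1 to 3, 2 to 4 and 63 to 77 stayed past the criterion over 10 draws, and 4, 1, 2 and 18 did in every draw, which argues against a difference in library size for these. They are gloA, B0D71_07130, B0D71_10145 and B0D71_26505 at T5, B0D71_16920 at T30 and T60 and B0D71_20645 at T60, of which B0D71_07130, B0D71_10145, B0D71_16920 and B0D71_20645 were chosen after their values were seen. At T5 the control libraries held 149714 to 188147 (median 181158) counts on genes and the SDS libraries 154847 to 187059 (median 181159). This argues against a difference in library size for the other 5 genes of T5. For the other 9, 5 and 121 genes at T30, T60 and T150, library size and an effect of the treatment cannot be told apart. Fewer counts also lower the power. Whether the genes outside Table S6 respond to SDS, the condition of the design, stays open as a hypothesis.

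For the genes higher and for the genes lower with SDS at T5, T30, T60 and T150, only 1 of the 10 splits of the 6 libraries, the real one, gave as many genes in edgeR's test. The other 9 splits gave 0 genes each at T30, T60 and T150 in edgeR's test. At an unadjusted p under 0.05 they gave 164 to 286 genes at T30, 142 to 260 at T60 and 159 to 711 at T150. The real split gave 635, 786 and 1272. At T5, 1 gene passed in 1 of the other splits and none in the rest, with 132 to 371 at an unadjusted p under 0.05 against 665. With 3 libraries against 3 the share of splits cannot fall under 0.1, so chance cannot be excluded by that share.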

How the results depend on the processing

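The alternatives were planned, except for the tests of the ribosomal protein genes and the exchange of the libraries of T60, which were chosen after the results were seen. In the model of all libraries with TMM factors, the median-of-ratios and upper-quartile factors, the library sizes without the 10 most abundant genes and the test of every gene with at least 1 count left each number of higher or lower genes within 1.5 times of its value at T5, T30, T60 and T150. The other choices moved some numbers further, and the cause was not tested unless given.

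With DESeq2 on all libraries, with and without a prior on fold changes, 0 and 0 genes were lower at T5, where 665 genes had an unadjusted p under 0.05 in edgeR's test. At T30, 9 and 8 genes were higher with and without the prior, and 8 lower without it. edgeR on the libraries of one time point alone gave 6 lower genes at T5, 29 higher and 24 lower genes at T30, 32 higher and 39 lower genes at T60 and 22 higher and 47 lower genes at T150. DESeq2 on one time point alone gave 37 higher and 44 lower genes at T150. With an adjusted p under 0.05 in place of 0.0001, 46 higher and 24 lower genes passed at T5, 55 higher and 49 lower genes at T30, 69 higher and 75 lower genes at T60 and 283 higher and 277 lower genes at T150, and a looser limit can only add genes.

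Other comparisons for the same counts test other differences. The change in the SDS effect since the preceding time point gave 0 genes with a rise and 5 with a fall at T30, 1 and 0 at T60 and 28 and 17 at T150 in edgeR's test, where 452, 368 and 825 genes had an unadjusted p under 0.05. DESeq2 on all libraries gave 2 genes with a changed effect from T30 to T60. With the SDS and control libraries of T60 exchanged, which was chosen after the values were seen, the effect changed for 61 genes from T30 to T60 and 206 from T60 to T150, where the effects at T60 change sign by construction. The SDS culture against the SDS culture of the preceding time point gave 269 higher and 164 lower genes at T30, 8 higher and 11 lower genes at T60 and 21 higher and 12 lower genes at T150.

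Leaving out 1 library at a time gave 13 to 20 higher and 0 to 3 lower genes at T5, 4 to 8 and 5 to 9 at T30, 3 to 10 and 7 to 12 at T60 and 60 to 164 and 64 to 126 at T150. The effect changed from T30 to T60 for 0 to 1 genes and from T60 to T150 for 28 to 64. Fewer libraries alone lower the power of the test, whereas the highest numbers at T150 were found without SDS replicate 3. The number of higher genes at T5 moved by over 1.5 times without control replicate 3 (13). That of lower genes at T5 moved by over 1.5 times without control replicate 2 (1), control replicate 3 (0), SDS replicate 1 (0) or SDS replicate 2 (1). The number of higher genes at T30 moved by over 1.5 times without control replicate 1 (4), control replicate 2 (6), control replicate 3 (8), SDS replicate 1 (7), SDS replicate 2 (6) or SDS replicate 3 (8). That of lower genes at T30 moved by over 1.5 times without control replicate 1 (9), control replicate 2 (9), control replicate 3 (8), SDS replicate 1 (6), SDS replicate 2 (7) or SDS replicate 3 (5). The number of higher genes at T60 moved by over 1.5 times without control replicate 1 (3), control replicate 2 (8), control replicate 3 (5), SDS replicate 2 (5) or SDS replicate 3 (6). That of lower genes at T60 moved by over 1.5 times without control replicate 1 (12), control replicate 2 (12), control replicate 3 (11), SDS replicate 1 (10), SDS replicate 2 (7) or SDS replicate 3 (8). The number of higher genes at T150 moved by over 1.5 times without control replicate 1 (69), control replicate 2 (67), SDS replicate 1 (67) or SDS replicate 2 (60). That of lower genes at T150 moved by over 1.5 times without SDS replicate 1 (64). The 1 gene with a changed effect from T30 to T60 in edgeR's test was lost without control replicate 1 of T60, control replicate 3 of T60 or SDS replicate 2 of T60. From T60 to T150 the fewest were found without SDS replicate 2 of T60 and the most without SDS replicate 3 of T150, and the number moved by over 1.5 times without SDS replicate 2 of T60 (28).

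The log2 fold change of the alkylsulfatase gene B0D71_15760 was small, and without 1 library it ranged from -0.58 to 0.029 at T5, -0.16 to 0.75 at T30 and -0.33 to 0.10 at T60, so that its sign depended on single libraries. It turned to 0.029 without SDS replicate 3 at T5, to -0.16 without SDS replicate 2 at T30, and to 0.10 without control replicate 2 and 0.044 without SDS replicate 2 at T60. The same held for B0D71_16575, with -0.32 to 0.14 at T5 and -0.31 to 0.47 at T60, and for betC (B0D71_18660), with -0.39 to 0.15 at T5 and -0.48 to 0.071 at T60. At T5 the sign of B0D71_16575 turned without control replicate 3 and that of betC without SDS replicate 1. At T60 that of B0D71_16575 turned without control replicate 1 or 2 or SDS replicate 3 and that of betC without SDS replicate 3. With the 10 most abundant genes left out, B0D71_16575 was at -0.010 at T60. None of these loci passed the criterion at any time point.

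The 69 results of single named loci gave 1072 values under the alternatives, of which 960 kept their direction and their side of the criterion, 88 no longer passed, 13 passed in addition and 11 changed sign. Of these, 414 values came from leaving out 1 library, with 343 kept, 60 lost, 1 gained and 10 of the other sign. DESeq2 gave no adjusted p for 26 values, which were left out. The ribosomal protein genes at T60 passed a set test at an adjusted p of 0.05 with camera and not with fry or an estimated correlation.

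With the replicate number as a block, 21 higher and 4 lower genes at T5, 16 higher and 15 lower genes at T30, 15 higher and 19 lower genes at T60 and 114 higher and 110 lower genes at T150 were found, and 5, 1 and 47 genes with a changed effect between consecutive time points. Within a time point, same-numbered SDS and control libraries showed little sign of pairing. Across genes, the correlation of their deviations from the group means was -0.112 to 0.104 over 12 pairs. Of these, 1 was above 0.1, and genes are not independent replicates. Whether same-numbered libraries of different time points came from the same culture was not tested. The tests of a change in the SDS effect take them as independent. The block added the call of gloA at T30 and changed no other call of a named locus. The gene sets by product name were not run, because no product names were given for all genes, and with them the alternatives of those sets. At a median count of 6 to 18 per gene and library, the depth limits the calls to large changes or abundant genes.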

Differences from the paper's values

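At T60 the paper reports 23 genes higher with SDS, and 14 were found here. Of the alternatives set before the data were examined, only edgeR on the libraries of T60 alone, with 32 genes, came within 1.5 times of the paper's number. At T150 the paper reports 37 higher and 44 lower genes, and 110 and 110 were found here. DESeq2 on the libraries of T150 alone gave 37 and 44. The change in the SDS effect since T60 gave 28 genes with a rise, within 1.5 times of the paper's number of higher genes, and edgeR on the libraries of T150 alone gave 47 lower genes, within 1.5 times of the paper's number of lower genes, as were the 64 lower genes found without SDS replicate 1. The other alternatives did not come within 1.5 times of the paper's number in these directions.

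The log2 fold changes of the 8 loci named at T60 have the opposite sign in Table S6. They are for B0D71_25530 -1.708 in the paper and 1.71 here, for B0D71_10300 2.074 in the paper and -2.05 here, for B0D71_21630 2.044 in the paper and -2.001 here, for B0D71_20535 1.018 in the paper and -1.004 here, for B0D71_26505 -3.535 in the paper and 3.50 here, for B0D71_19845 -1.378 in the paper and 1.38 here, for B0D71_24405 -1.431 in the paper and 1.44 here, for B0D71_19855 -1.525 in the paper and 1.53 here. No alternative set before the data were examined changed a sign. With the direction taken as control over SDS, which was chosen after the values were seen, all 8 values differed from the paper's by less than their standard error. On that scale the main numbers of higher and lower genes at T60 were 19 and 14, and DESeq2 on the libraries of T60 alone gave 22 and 13, where the paper has 23 and 13. Of the 36 loci the paper lists at T60, that setting drops 1, B0D71_17085. The paper's log2 fold change of B0D71_17085 is 1.009 with an adjusted p of 7.74e-05, and DESeq2 gave -1.009 with an adjusted p of 1.15e-04 here.

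The text describes B0D71_25530 as higher with SDS at T60, as it was here, whereas Table S6 gives it the other sign. For the other 7 loci named at T60 the directions of the text are the opposite of those here. The NUDIX hydrolase gene, glpD, acpP and glpK, lower in the text, were higher in the libraries labelled SDS, and B0D71_10300, the lipoate-protein ligase gene and clpB, higher in the text, were lower. The paper names desA at T5, gloA at T30 and clpB at T60 among the changed genes, and in the model of all libraries these had the adjusted p of 0.0214, 1.92e-04 and 5.24e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 3 passed with edgeR and with DESeq2 on the libraries of one time point alone. gloA also passed with every gene of at least 1 count tested, with the replicate number as a block and without SDS replicate 1. The paper reports no differential expression of the laoABCR loci. B0D71_16580 passed at T60 in the model of all libraries, with a log2 fold change of 1.69, and did not pass with DESeq2 in any of its 3 settings. B0D71_16575 and B0D71_16590 did not pass, and B0D71_16585 was removed by the filter on low counts and not tested. In the direction the text gives, 4 of 5 of the loci named at T5 passed, 6 of 7 at T30, 1 of 8 at T60 and 10 of 10 at T150. Of the loci in Table S6, 3, 7, 10 and 0 did not pass in the model of all libraries at T5, T30, T60 and T150. Taking one time point alone, DESeq2 did not pass 0, 0, 1 and 0 and edgeR did not pass 1, 0, 0 and 21.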

Other observations

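The tests of explanations were chosen after the results they bear on were seen. The 36 loci that Table S6 lists at T60 all have the opposite sign in the deposited libraries as labelled, while all 17, 27 and 81 loci it lists at T5, T30 and T150 have the same sign. With DESeq2 on the libraries of T60 alone the sizes differed from those of the table by at most 4.89e-04. One candidate explanation is that the comparison at T60 was taken as control over SDS, as the 36 loci of opposite sign and like size need. Another is that the SDS and control columns of T60 are exchanged in the deposited table. Of 54 genes with an adjusted p under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and one direction at both T30 and T150, 52 had that direction at T60 in the columns as named, 26 of them with an adjusted p under 0.05. Across 4231 genes, which are not independent replicates, the SDS effects at T30 and T60 had a Pearson r of 0.392 (Spearman rho 0.311), and r was -0.0254 in simulated data with nothing changed. Of the 54 genes, 0 had the opposite direction at T60 with an adjusted p under 0.05 in the same edgeR test. With the columns exchanged, only 2 of the 30 genes that passed at T30 would keep their direction at T60. These values argue against exchanged columns, unless the effect turned round at T60 alone. The table itself cannot exclude such a turn, so an exchange of columns is left open.

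The SDS effect at T150 resembled the change of the control cultures between T5 and T30. Across 4231 genes, which are not independent replicates, the Pearson r was 0.422 (Spearman rho 0.394), against 0.0256 in simulated data with nothing changed and 0.175 for the effect at T60. Under the alternatives r was 0.365 to 0.451, lowest without SDS replicate 2 and highest without SDS replicate 3 of T150. Of the 220 genes that passed at T150, 182 (82.7%) moved in the direction of the controls, against 63.8% of all tested genes, and all 86 genes past the criterion in both comparisons did. On a score of 0 for the controls of T5 and 1 for those of T30, the controls of T150 were at 0.455 ± 0.0216 and the SDS libraries at 0.827 ± 0.140 (n = 3 each), with an exact two-sided permutation p of 0.1, the smallest that 3 libraries against 3 allow. The controls of T60 were at 0.899 ± 0.00231 and the SDS libraries of T60, as labelled, at 0.966 ± 0.0227. The score of the controls thus fell from T30 to T150 and did not follow the time in culture, and no table ties it to growth. Whether a growth phase of the SDS cultures that differs from that of the controls may underlie part of the effect at T150 stays open as a hypothesis, and it cannot be told apart from a response to SDS, because the score is not a measure of growth. Against it, the paper reports no significant difference in optical density between the cultures and takes both to be probably at the same growth phase. Cell density is not in the count table and was not analysed here. With the trend along this score removed, the only one tried, 168 of the 220 genes stayed over the fold change limit. This does not show whether the trend accounts for all of the effect. The 220 genes were selected for large effects, and the change of the controls is itself estimated with error. At equal depth 144 to 158 of the 220 genes stayed past the criterion over 10 draws, and 99 did in every draw, which argues against a difference in library size for these. For the other 121 it cannot be told apart from a response to SDS or to growth, since fewer counts also lower the power.

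The 52 ribosomal protein genes, taken by their symbols in the reference annotation, had a median log2 fold change with SDS of 0.10, 0.12, 0.43 and 1.41 at T5, T30, T60 and T150, and 33, 36, 46 and 52 of them were higher, with the libraries of T60 as labelled. The median of all tested genes was 5.49e-04 at T150, where the median of the set was 1.40 to 1.42 under the other scalings. It stayed above 0 at every time point under these scalings. The set was tested with camera of limma with a preset correlation, with Benjamini-Hochberg adjusted p of 0.243, 0.115, 2.20e-09 and 2.85e-28. With fry they were 0.671, 0.671, 0.0672 and 2.83e-05, and with an estimated correlation 0.770, 0.770, 0.278 and 0.0451. At T150 all 3 were under 0.05, and at T60 only the first. No biological explanation was tested for this set.

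SDS replicate 3 of T150 stood apart from the other 2 SDS libraries of that time point. The chi-square per gene of its counts against theirs was 2.49 and 3.74, and that of the other 22 pairs of replicates 1.16 to 2.49. It is also the library with the fewest counts on genes. At equal depth its pairs were at 2.31 and 3.45 and the others at 1.14 to 1.82, which argues against a difference in library size. Its score between the controls of T5 and T30 was 0.674, between the controls and SDS replicates 1 and 2 (0.859 and 0.948), as a culture at another growth phase could give if the score followed growth, which was not shown. A single library does not decide this, and a growth difference and a difference in preparing that library cannot be told apart. No batch is named for these libraries in the sources used here.

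Few of the reads in the table were counted on genes. The share was lower with SDS than in the controls without overlap at T5, T30 and T150, with 4.04 ± 0.107% against 4.28 ± 0.193%, 2.72 ± 0.113% against 3.06 ± 0.0645% and 2.89 ± 0.0335% against 3.81 ± 0.164% (n = 3 each, exact two-sided permutation p = 0.1 at each, the smallest possible). At T60 it was 3.12 ± 0.226% against 3.14 ± 0.0890% (exact permutation p = 0.9). Counting on the strand opposite to the genes is a candidate explanation of the low share. The ribosomal protein genes were at a median percentile of 97.8 in counts per base of coding length, but reads of the coding strand that leak through would rank genes in the same way. Ribosomal RNA left in the libraries is another, and the median share of the reads in the table on no coding sequence was 93.3%, which either explanation would give. They cannot be told apart from counts on coding sequences alone, as the reads outside them carry no position in the table.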
